# Glycogen Storage Disease Phenotypes Accompanying the Perturbation of the Methionine Cycle in NDRG3-Deficient Mouse Livers

**DOI:** 10.3390/cells11091536

**Published:** 2022-05-04

**Authors:** Hyun Ahm Sohn, Dong Chul Lee, Anna Park, Minho Kang, Byoung-Ha Yoon, Chul-Ho Lee, Yong-Hoon Kim, Kyoung-Jin Oh, Cha Yeon Kim, Seong-Hwan Park, Han Koo, Hyoung-Chin Kim, Won Kee Yoon, Dae-Sik Lim, Daesoo Kim, Kyung Chan Park, Young Il Yeom

**Keywords:** NDRG3, glycogen storage disease, PYGL, methionine cycle, reprogramming, GNMT

## Abstract

N-Myc downstream regulated gene 3 (NDRG3) is a unique pro-tumorigenic member among NDRG family genes, mediating growth signals. Here, we investigated the pathophysiological roles of NDRG3 in relation to cell metabolism by disrupting its functions in liver. Mice with liver-specific KO of NDRG3 (Ndrg3 LKO) exhibited glycogen storage disease (GSD) phenotypes including excessive hepatic glycogen accumulation, hypoglycemia, elevated liver triglyceride content, and several signs of liver injury. They suffered from impaired hepatic glucose homeostasis, due to the suppression of fasting-associated glycogenolysis and gluconeogenesis. Consistently, the expression of glycogen phosphorylase (PYGL) and glucose-6-phosphate transporter (G6PT) was significantly down-regulated in an Ndrg3 LKO-dependent manner. Transcriptomic and metabolomic analyses revealed that NDRG3 depletion significantly perturbed the methionine cycle, redirecting its flux towards branch pathways to upregulate several metabolites known to have hepatoprotective functions. Mechanistically, Ndrg3 LKO-dependent downregulation of glycine N-methyltransferase in the methionine cycle and the resultant elevation of the S-adenosylmethionine level appears to play a critical role in the restructuring of the methionine metabolism, eventually leading to the manifestation of GSD phenotypes in Ndrg3 LKO mice. Our results indicate that NDRG3 is required for the homeostasis of liver cell metabolism upstream of the glucose–glycogen flux and methionine cycle and suggest therapeutic values for regulating NDRG3 in disorders with malfunctions in these pathways.

## 1. Introduction

N-Myc downstream regulated genes (NDRGs) are a highly conserved family of genes implicated in cell proliferation, differentiation, development, and stress responses [1]. They consist of four members (NDRG1-4) sharing an α/β-hydrolase fold region located within a conserved NDR domain, and thereby belong to the α/β-hydrolase fold superfamily. Since all of the NDRG members lacks the catalytic triad of a typical α/β-hydrolase fold due to amino acid substitutions, i.e., nucleophile-acid-histidine, they are considered enzymatically nonfunctional [1,2] but, instead, are thought to play nonenzymatic functions mainly involving protein–protein interactions [3].

Accumulating evidence indicates that NDRGs are intimately associated with tumorigenesis in diverse tissue types [1,4]. Notably, among four members of the family, NDRG1, 2, and 4 largely mediate tumor suppressive functions, while NDRG3 is associated with pro-tumorigenic functions. Thus, NDRG1, 2, and 4 are associated with good prognosis of cancer patients but show mostly downregulated expression in different cancers. On the other hand, NDRG3 expression is frequently upregulated in many cancer types, including prostate cancer, hepatocellular carcinoma, nonsmall cell lung cancer, breast cancer, and colorectal cancer, in association with aggressive cancer phenotypes and a poor prognosis [5,6,7,8,9,10].

Cell metabolism is a critical determinant of the malignant characteristics of a cancer [11], and potential roles of NDRGs in reprogramming cancer metabolism under hypoxia have been suggested [4]. In fact, existing studies on the role of different NDRGs in cellular metabolism seem to reasonably coincide with their characteristics in tumor biology. For example, the tumor suppressive NDRG members are implicated in the inhibition of anabolic metabolisms. In one aspect of the metabolic regulation, tumor suppressive NDRGs inhibit the expression of genes involved in glycolysis and glutaminolysis by suppressing HIF1- or Myc-mediated gene transcription [12,13] or by promoting GLUT1 protein degradation [14]. In addition, tumor suppressive NDRGs negatively regulate the activity of anabolic metabolism via their antagonistic effects on the PI3K-AKT-mTOR network, which is a major growth regulatory pathway promoting anabolic programs involving increased glycolytic flux and fatty acid synthesis [15,16,17].

In spite of the potentially unique position of NDRG3 in tumor biology among the NDRG members, its possible roles in the metabolism of cancer or normal cells were barely explored. NDRG3 promoted prostate cancer cell growth, along with the upregulation of angiogenic chemokine expression [5] and facilitated colorectal cancer metastasis by activating Src phosphorylation [10]. NDRG3 promoted tumor growth and angiogenesis in HCC via signaling through Raf-ERK axis [18], and enhanced HCC metastasis via Wnt/β-catenin signaling by promoting nuclear translocation of β-catenin [7]. Considering the pro-tumorigenic characteristics of NDRG3 action, it may be associated with anabolic functions of metabolism. In this study, in an effort to understand the pathophysiological roles of NDRG3 in relation to cell metabolism, we generated mice having their *Ndrg3* gene specifically disrupted in hepatocytes. We showed that NDRG3 depletion in the liver causes GSD phenotypes in mice due to the malfunctioning of the glycogen degradation pathway, and that NDRG3 deficiency-induced dysregulation of the methionine cycle is intimately associated with the manifestation of these pathologic phenotypes.

## 2. Materials and Methods

### 2.1. Animals

Mice were maintained in a specific pathogen-free facility of the Korea Research Institute of Bioscience and Biotechnology (KRIBB) following the instructions from the Institutional Animal Care and Use Committee (IACC). Experiment mice were maintained at 23 °C and 40–50% humidity under a 12 h light–dark cycle and allowed to freely access water and a normal chow diet (Envigo, Indianapolis, IN, USA). Male mice at the age of 4–12 weeks were used in each experiment unless otherwise specifically mentioned. For food restrictions, mice were fasted overnight (15 h) and/or refed for 3 or 6 h.

### 2.2. Generation of Liver-Specific Conditional Ndrg3 Knockout (Ndrg3 LKO) Mouse

Chimeric mice harboring the *Ndrg3* conditional knockout allele were purchased from the Knockout Mouse Project (KOMP) Repository and bred according to the manufacturer’s instructions. Briefly, the chimera mice were backcrossed with C57BL/6N mice for more than five generations for selection by coat color and genotyping, and a heterozygous *Ndrg3*^f/+^ offspring was obtained. The *Ndrg3*^f/+^ mouse was mated with a transgenic mouse expressing Flp recombinase to remove β-geo selection sites of embryonic cells. The resulting heterozygous offspring (*Ndrg3*^f/+^) were mated with each other and a homozygous floxed mouse (*Ndrg3*^f/f^) was generated and genotyped for germ line transmission. Subsequently, the homozygous floxed *Ndrg3* mouse (*Ndrg3*^f/f^) was bred with a transgenic mouse expressing Alb-Cre recombinase to establish a mouse harboring the liver-specific deletion allele. Finally, the heterozygous (*Ndrg3*^f/+^; Alb-Cre) and homozygous *Ndrg3*^f/f^ mice were mated, and Ndrg3 LKO were established. The wild-type littermates were used as the control.

### 2.3. Glucose Tolerance Test (GTT)

For the glucose tolerance test, mice were fasted overnight and then injected with D-glucose (Sigma-Aldrich, St. Louis, MO, USA, #G8270) at a dose of 2 g/kg body weight by intraperitoneal (i.p.) administration. Subsequently, blood glucose levels were evaluated with portable blood glucose meter (Accu-check, Roche, Basel, Switzerland) at 0, 15, 30, 45, 60, 90, and 120 min.

### 2.4. Isolation of Primary Hepatocytes and Examination of Insulin/Glucagon Signaling

Primary hepatocytes were isolated by two-step collagenase method as reported [19]. Briefly, primary hepatocytes were extracted from the liver of a C57BL/6 mouse at the age of 8-12 weeks. The mouse was anesthetized with avertin (250 mg/kg; Sigma-Aldrich, #T48402) with i.p. injection, and the liver was perfused with HBSS media (Ca++ free) containing 1 mM EGTA (Sigma-Aldrich, #0396) followed by a collagenase solution with HBSS media (Ca++) containing 0.05% collagenase type IV (Sigma-Aldrich, #5138) through the inferior vena cava, whereas it was drained by portal vein cutting. Subsequently, detached hepatocytes were filtered with a 70 um pore-size mesh, centrifuged at 50× *g* for 4 min twice and subjected to purification by 40% Percoll gradients (GE Heaklthcare, Uppsala, Sweden, #17-0891-01). Primary hepatocytes were used in subsequent experiments only when cell viability was above 90% as measured by the automated cell counter (Thermo Scientific, Waltham, MA, USA) after trypan blue staining. Primary hepatocytes were seeded with Dulbecco’s Modified Eagle Medium (DMEM) (Welgene, Gyeongsan, Korea, #LM001-05) or M199 medium (Thermo Fisher Scientific Inc., Grand Island, NY, USA, #11150-059) in Corning^®^ Primaria™ 6-well plates (Corning Inc., New York City, NY, USA, #353846) supplemented with 100 nM dexamethasone (Sigma-Aldrich, #D4902), 10% fetal bovine serum (Thermo Fisher Scientific Inc., #16000044), and 1% penicillin (Thermo Fisher Scientific Inc., #15140-122). Cells were washed twice with PBS and maintained with fresh media for 4 h after seeding in 6-well plates. For insulin stimulation, hepatocytes stabilized for 4 h after seeding in 6-well plates were then washed with PBS four times and incubated overnight with serum-deprived DMEM containing penicillin (1%). The cells were then treated with 100 nM insulin (Sigma-Aldrich, #I9278) for 0, 10, 30, and 60 min and lysed with RIPA buffer (NaCl 150 mM, KCl 100 mM, HEPES 20 mM, EDTA 10 mM, 1% Triton-X) after washing with PBS three times. For the glucose production experiment, primary hepatocytes isolated from 2-month-old wild and Ndrg3 LKO mice were plated and incubated with serum-free medium overnight. Before the assay, the hepatocytes were changed to glucose-free DMEM for 2 h followed by PBS washing. Subsequently, the hepatocytes were incubated with glucose production buffer (glucose-free DMEM (pH 7.4) without phenol red supplemented with 20 mM sodium lactate, 2 mM sodium pyruvate, 2 mM L-glutamine, and 15 mM HEPES) with or without 100 nM glucagon (Sigma-Aldrich, #G2044) and were kept in the same buffer for 4 h. The medium was collected and subject to measurement of the glucose concentration by a colorimetric glucose assay kit. The readouts were then normalized by the total protein content determined from whole-cell lysates, and the glucose production rate of glucagon-stimulated hepatocytes was presented as the fold change relative to vehicle-treated primary hepatocytes.

### 2.5. Liver Histology

Liver tissues were extracted from mice and immediately immersed in 10% neutral buffered formalin (BBC Biochemical Corp, Seattle, WA, USA) for 24 h, paraffin-embedded, sectioned in 4 um thickness using microtome, and mounted on the silane-coated slide. For hematoxylin and eosin staining, tissues were deparaffinized and hydrated by serial incubation in alcohol diluted serially from 100% to 50%. After rinsing, the tissue sections were incubated with hematoxylin followed by eosin and mounted in resin after dehydration by alcohol followed by xylene.

### 2.6. Periodic Acid Schiff (PAS) Staining

Glycogen in tissues or primary hepatocytes was detected using a PAS Stain Kit (Abcam, Cambridge, UK, #ab150680) according to the manufacturer’s instruction. Briefly, sectioned tissues were deparaffinized, hydrated with distilled water, and incubated with periodic acid solution for 5 min and rinsed with distilled water. In addition, tissues were incubated with Schiff’s reagent for 15 min and rinsed with running tap water and counterstained with hematoxylin (modified Mayer’s) for 1 min. Mounted tissues were visualized with an Olympus microscope.

### 2.7. Protein Analysis

Primary hepatocytes were lysed with RIPA buffer (Thermo Scientific, Rockford, lL, USA, #78510) containing protease inhibitor (Roche, #11836170001) and phosphatase inhibitor cocktail (Roche, #4906837001) for 30 min and centrifuged at 12,000 rpm at 4 °C for 10 min. Protein concentration from supernatant was assessed using Bredford solution (BioRad, Hercules, CA, USA, #5000006). Western blotting was executed. Briefly, protein (40–50 ug) was loaded in SDS-PAGE gel with 5× sample buffer, transferred onto a nitrocellulose membrane, incubated with primary antibody overnight, and then with horseradish peroxidase(HRP)-conjugated secondary antibody for 1 h at RT, and visualized with chemiluminescence detection (Pierce Biotechnology Inc., Rockford, IL, USA, #34577) using LAS-4000 image analyzer (Fujifilm Inc., Stanford, CT, USA). HSP90 was used as a loading control for each protein volume. Antibodies were purchased as follows: Antibodies against pS473-AKT(#4060), AKT (#9272), pS9-GSK-3β (#9323), GSK-3β (#9315), pS641-GS (#3891), GS (#3886), and HSP90 (#4874) were from Cell Signaling Technology (CST, Danvers, MA, USA). Antibodies against GNMT (#18790-1-AP), and PYGL(#15851-1-AP) were from Proteintech Group Inc. (Rosemont, IL, USA). Protein phosphatase 1 antibody (PP1, sc-7482) was from Santa Cruz Biotechnology (SCBT Inc., Dallas, Texas, USA). pS15-PYGL antibody (#S961A) was from Division of Signal Transduction Therapy (DSTT; University of Dundee, UK). NDRG3 polyclonal antibody was customized from a commercial facility (AB Frontier, Seoul, Korea). This antibody was designed to recognize the N-terminal portion of NDRG3 protein by immunizing rabbits with an NDRG3 peptide (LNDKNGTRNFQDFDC; amino acids 16–30).

### 2.8. Glycogen Measurement

Glycogen levels in liver tissues were measured using a Glycogen Assay Kit (Abnova, Taipei City, Taiwan, #KA0861) following the manufacturer’s instruction. Snap-frozen liver tissues (10 mg) were homogenized and diluted with 200 uL dH_2_O. The homogenates were boiled at 100 °C for 10 min, centrifuged at 12,000 rpm for 10 min to remove insoluble material, and then the supernatants were collected. The samples were hydrolyzed by incubation with hydrolysis enzyme mixture containing glucoamylase converting glycogen to glucose for 30 min at room temperature. Subsequently, the samples were incubated with a reaction mixture for oxidation reaction, and the resulting, colored product was detected for optical density (OD) at 570 nm.

### 2.9. Glucose Measurement

Glucose level was measured with a Glucose Colorimetric Assay Kit (BioVision, Milpitas, CA, USA, #K606-100). Glucose from liver tissue was oxidized and reacted with a dye to generate a colored product by incubation with an enzyme mix for 30 min. Color absorbance was measured with a microplate reader (OD 570 nm).

### 2.10. Glucose-6-Phosphate (G6P) Measurement

G6P level was determined by a Glucose-6-Phosphate Colorimetric Assay Kit (BioVision, #K657-100). Briefly, tissue samples were diluted and homogenized with ice-cold PBS, boiled at 100 °C for 10 min to inactivate enzymes, and centrifuged to remove insoluble materials. The supernatant containing G6P was incubated with the supplied specific dye probe and enzyme mixture for oxidization and conversion of colorless probe to colored product. OD was evaluated by a microplate reader at 450 nm.

### 2.11. Glucose-1-Phosphate (G1P) Measurement

A Glucose-1-Phosphate Colorimetric Assay (G1P) Kit (BioVision, #K697-100) was utilized for determining the G1P level. Briefly, tissue samples were diluted and homogenized with ice-cold G1P assay buffer, boiled at 100 °C for 10 min to inactivate enzymes hampering the assay reaction, and centrifuged to remove insoluble materials. The supernatant including G1P was incubated with the supplied enzyme mixture containing phosphoglucomutase and glucose 1,6-biphosphate for conversion to G6P, leading to the oxidation of G6P to generate NADH, converting the probe into colored products. OD was assessed by a microplate reader at 450 nm.

### 2.12. Glycogen Phosphorylase L (PYGL) Activity Measurement

PYGL activity was assayed using a Glycogen Phosphorylase Assay Kit (Abcam, ab273271). Briefly, tissue samples (50 mg) were diluted and homogenized with ice-cold assay buffer, incubated on ice for 15 min, and centrifuged to remove insoluble materials. The samples were incubated with glycogen and reaction mixture and measured at OD 450 nm to detect the conversion of glycogen to G1P.

### 2.13. Glycogen Synthase (GS) Activity Measurement

A Glycogen Synthase Microplate Assay Kit (Biorbyt Ltd, Cambridge, United Kingdom, orb707344) was used for detection and quantification of GS activity. Briefly, tissue samples (100 mg) were diluted and homogenized with 1 mL assay buffer on ice and centrifuged to remove insoluble materials. The samples were incubated with the enzyme mixture and calorimetric readout was assessed at 340 nm by determining NADH decomposition rate.

### 2.14. Real-Time RT-PCR

RNA for primary hepatocytes was prepared with an RNA extraction kit (Qiagen) following the manufacture’s description. RNA quality was checked in Nanodrop One (Thermo Scientific). Complementary DNA (cDNA) was synthesized using RNA (5 ug) with reverse transcriptase (Thermo Scientific). Real-time PCR was performed using PCR master mix (SYBR Green Applied Biosystem, Waltham, MA, USA, #4367659) and monitored on CFX connect real-time system (Bio-Rad, #1855201). Reaction conditions were as follows: 95 °C, 5 min, followed by 45 cycles of 95 °C for 10 s for denaturation, 60 °C for 30 s for annealing, and 60 °C for 30 s for elongation. Duplicate samples per mouse tissue were harvested and, for relative quantification, the experimented genes were normalized using *Gapdh* as the reference, and then calculated using the comparative Ct method. Primer sequences are listed in Table S1, and all oligonucleotides were synthesized from Bioneer Inc. (Daejeon, Korea).

### 2.15. Metabolome Analysis

For the metabolome analysis, liver samples (5 mg per tissue) extracted from wild-type (*n* = 5) and Ndrg3 LKO (*n* = 5) mice at the age of 8–10 weeks were snap-frozen in liquid nitrogen and transferred to Human Metabolome Technologies, Inc. (HMT Inc., Yamagata, Japan). Samples were analyzed according to capillary electrophoresis-time-of-flight mass spectrometry (CE-TOFMS) in two modes for cationic and anionic metabolites. For sample preparation, the samples were mixed with 50% acetonitrile in water (*v*/*v*) containing internal control (10 µL), homogenized and supernatants were filtered with cut-off filter (5-KDa, Ultrafree-MC-PLHC, HMT). The filtrate was concentrated and diluted with 50 uL ultrapure water. Automatic integration software (MasterHands ver. 2.17.1.11, Keio University) was utilized to extract peaks detected in CE-TOFMS analysis and to obtain the peak information about m/z, migration time (MT), and peak area. On the basis of tolerance of ±10 ppm in m/z and ±0.5 min in MT, HMT’s standard and the Known-Unknown peak library provided information for assigned metabolites. A volcano plot was used to show the differential change of metabolome data in terms of statistical significance *versus* magnitude of change. As input data, fold-change and *p*-value of metabolome data were used. A volcano plot was created using house-made Rscipt. In a volcano plot, the most up- and down-regulated metabolites are towards the right and left, respectively, and the most statistically significant metabolites are towards the top. Heatmaps of metabolite expression profiles were displayed using Cluster3.0 and Java TreeView. Metabolite enrichment analysis was performed using MetaboAnalyst 5.0 [20] to determine whether a group of functionally related metabolites is significantly important. Data were visualized with double gradient heat map of GraphPad Prism version 7.0 program.

### 2.16. Blood Biochemistry

Each group of wild-type (*n* = 6) and Ndrg3 LKO (*n* = 6) male mice at the age of 8–12 weeks was used for blood analysis. Analysis of alanine aminotransferase (ALT), aspartate aminotransferase (AST), alkaline phosphatase (ALP), albumin and total protein, total bilirubin, and L-lactate dehydrogenase from blood was performed using a Hitachi 7020 automatic analyzer (Hitachi, Ltd., Tokyo, Japan).

### 2.17. Triglyceride (TG) Measurement

The triglyceride level was measured with a Colorimetric Assay Kit (Abcam, ab65336) following the manufacturer’s instruction. Triglyceride extracted from liver tissue was incubated with lipase to convert triglyceride to glycerol and free fatty acid for 20 min and reacted with a dye to generate a colored product by incubation with an enzyme mix for 30 min. Color absorbance was measured with a microplate reader (OD 570 nm).

### 2.18. RNA Sequencing

RNA was extracted from the same liver tissues used for metabolome analysis using an RNA Extraction kit (Qiagen, Venlo, Netherlands, #74104). RNA quality was checked with Agilent 2100 Bioanalyzer and total RNA (3 ug) satisfying RNA integrity number (RIN) > 8.0 was used. RNA sequencing was performed using an Illumina Stranded mRNA kit for library preparation with 100 bp Paired End reads. Sequenced reads were mapped to mouse genome (mm9) using STAR (v.2.5.1), and the gene expression levels were quantified with count module in STAR. Raw data were deposited with NCBI (GEO accession number; GSE196110). The Z-score for the expression of each gene was visualized with a double gradient heat map of GraphPad Prism version 7.0 program.

### 2.19. Statistical Analysis

Statistical significance was determined with two-tailed unpaired Student’s *t*-test for two groups, or two-way ANOVA with Tukey’s correction for multi-comparison. All graphs were depicted with GraphPad Prism version 7.0. Error bars display mean ± standard error of the mean (SEM). Quantification for immunoblot was performed using ImageJ software. Statistically significant *p*-values were taken below * *p* <0.05, ** *p* < 0.01, and *** *p* < 0.001 vs. control, respectively.

## 3. Results

### 3.1. Liver-Specific Ablation of NDRG3 Results in Excessive Hepatic Glycogen Accumulation and Liver Injury

To evaluate the possible metabolic roles of NDRG3 in liver, we established Ndrg3 LKO mouse lines via sequential mating of the mice carrying recombinant *Ndrg3* gene whose exon 4 region is flanked by loxP sites, i.e., first with mice expressing Flp recombinase, followed with mice expressing Cre recombinase in a liver-specific manner under the control of the albumin gene promoter (Figure S1A). Liver-specific disruption of NDRG3 was validated at genomic DNA, transcriptional, and translational levels (Figure S1B–D). Ndrg3 LKO mice showed two severe gross phenotypic defects, i.e., smaller body size than corresponding wild-type (WT) littermates likely reflecting growth retardation, and a high rate of premature lethality (30–40%) at the age of 8–12 weeks mostly in association with abdominal ascites (Figure S1E). These phenotypes were observed in both males and females. In contrast, livers of Ndrg3 LKO mice were mostly bigger than those of WT in size and tended to display yellowish colors distinguished from the reddish brown color of WT livers (Figure S1F). Accordingly, male Ndrg3 LKO mice at 10–12 weeks of age exhibited significantly higher liver/body weight ratios than corresponding WT mice (Figure 1A). However, food consumption was not significantly different between the two groups of mice (Figure S1G).

H&E staining of histological sections of mouse liver showed extensive degenerative changes in Ndrg3 LKO mice involving swelling and ballooning of hepatocytes and widespread perinuclear vacuoles, which were progressively exacerbated with age (Figure 1B). Blood tests for biomarkers of liver function and injury in 2-month-old mice revealed signatures indicative of increased liver injury as well as lowered liver functions (Figure 1C). Examination of hepatic lipid accumulation by oil-red O staining indicated no significant difference between Ndrg3 LKO and WT (data not shown) but PAS staining revealed an extensive glycogen accumulation in Ndrg3 LKO livers as evidenced by magenta granules in cytoplasm, indicating that NDRG3 loss may cause abnormal glycogen accumulation in liver (Figure 1D). Quantitative analysis of glycogen levels in overnight-fasted male mice confirmed that unlike the relatively steady levels of hepatic glycogen seen in WT livers, glycogen volume in Ndrg3 LKO livers was progressively elevated in an age-dependent manner, showing a significant difference from that of WT after 2 months of age (Figure 1E). We then isolated hepatocytes from livers of 12-week-old male mice by collagenase perfusion, incubated overnight in Medium 199 containing 5 mM glucose, and assessed their glycogen content through PAS staining (Figure 1F). The primary hepatocytes from Ndrg3 LKO mice showed a much stronger PAS staining than WT hepatocytes, indicating that dysregulation of glycogen metabolism in Ndrg3 LKO livers is intrinsic to hepatocytes rather than due to a systemic effect following NDRG3 depletion in liver. In summary, disruption of NDRG3 in mouse liver causes aberrant glycogen accumulation, in association with severe hepatomegaly and liver injury, suggesting that NDRG3 might be involved in the regulation of important steps in glycogen metabolism in the liver.

### 3.2. Liver-Specific NDRG3 Ablation Causes Impairment of Hepatic Glucose Homeostasis

Impairment of hepatic glycogen metabolism can be one of main reasons to disrupt the systemic glucose homeostasis [21]. Having observed aberrant glycogen accumulation in Ndrg3 LKO livers and primary hepatocytes, we assessed blood glucose levels in Ndrg3 LKO mice. The blood glucose levels of Ndrg3 LKO males at 8–12 weeks of age were significantly lower than those of WT mice both ad libitum and at an overnight-fasted condition (Figure 2A). Similar observations were obtained with female mice (Figure S2A). Ndrg3 LKO mice exhibited much faster clearance of exogenous glucose than WT in GTT, with the AUC of overall glucose tolerance decreased by about 40% (Figure 2B). These observations suggest that hepatic NDRG3 ablation might severely hinder the flux of metabolic pathways regulating the mobilization/storage of glucose in liver.

G6P and G1P are essential intermediates of the metabolic pathway for the interconversion between glycogen and free glucose. We found that free glucose levels were highly reduced in Ndrg3 LKO livers compared to those in WT (Figure 2C), but G6P and G1P levels were significantly upregulated in Ndrg3 LKO livers (Figure 2D,E). These results indicate that the glucose–glycogen flux is highly shifted toward glycogen accumulation in Ndrg3 LKO livers (Figure 2F), suggesting aberrant glycogen metabolism as the cause of hypoglycemia observed in Ndrg3 LKO mice.

### 3.3. Glycogen Synthesis Is Not Hyper-Activated in Ndrg3 LKO Mice

Shift of glucose–glycogen flux toward glycogen accumulation in Ndrg3 LKO livers could result from abnormalities in glycogen synthesis/breakdown. We first examined the glycogen synthesis capacity by assessing the expression of GS, a rate-limiting enzyme in the glycogen biosynthetic pathway. qRT-PCR analysis indicated that *Gys2* gene expression, the liver isozyme of GS, in overnight-fasted Ndrg3 LKO mouse livers was largely comparable to that of WT mice, with a decreasing tendency at a later age (Figure 3A), and this pattern was maintained in mice refed for 6 h (Figure S3A). Western blot analysis indicated that GS protein levels were not significantly different between WT and Ndrg3 LKO livers at 1 month of age but then tended to decrease thereafter in Ndrg3 LKO livers compared to WT (Figure 3B and Figure S3B). Levels of inhibitory phosphorylation of GS at Ser641 also showed a similar pattern (Figure S3B). As a result, the ratio of p-GS(S641) to total GS was steadily maintained in both Ndrg3 LKO and WT livers regardless of age (Figure 3B). Insulin signaling plays a critical role in glycogen synthesis by positively regulating GS activity via AKT-glycogen synthase kinase 3 beta (GSK3β)-GS axis. Time-dependent profiles of insulin signaling in primary hepatocytes isolated from 2-month-old mice showed that insulin-induced AKT activity and its inhibitory phosphorylation of GSK3β at Ser9 were more or less comparable between Ndrg3 LKO and WT hepatocytes (Figure 3C). In addition, the p-GS(S641)/GS profile in insulin-stimulated hepatocytes was also similar between Ndrg3 LKO and WT mice, suggesting that insulin signaling may work normally or at least is not hyper-activated in Ndrg3 LKO hepatocytes. Finally, the enzymatic activity of GS measured from liver tissues of 2- and 4-month-old Ndrg3 LKO mice was not significantly different from that of WT (Figure 3D). Collectively, these data indicate that glycogen synthesis capacity is not excessively elevated in Ndrg3 LKO liver but rather comparable to that in WT liver.

### 3.4. NDRG3 Abrogation in Liver Suppresses Glycogen Degradation Due to DownRegulation of PYGL and Glucose-6-Phosphate Transporter Member 4 (G6PT; SLC37A4) Expression

Since glycogen synthesis activity was not particularly higher in Ndrg3 LKO livers and hepatocytes than in WT counterparts, we next investigated the regulation of glycogen breakdown. We examined the dynamics of glycogen turnover dependent on the feeding conditions in mice, i.e., fasting and refeeding. At 2 months of age, hepatic glycogen volumes stayed low in a fasting condition in both WT and Ndrg3 LKO mice but were highly increased upon refeeding (Figure 4A). At 4 months of age, the glycogen volume of fasted WT mice remained low, but that of Ndrg3 LKO mice was maintained much higher in between those of fasted and refed WT mice, presenting a noticeable difference between Ndrg3 LKO and WT livers. However, this difference was not observed in refed animals. Since hepatic glycogen volume of Ndrg3 LKO mice progressively increased with age (Figure 1E), these data seem to indicate that fasting-associated glycogen breakdown might be dysregulated in aged Ndrg3 LKO livers (Figure 4A). We, therefore, quantitatively analyzed the expression of glycogen breakdown pathway genes in 2–4-month-old mouse livers at different feeding conditions to identify the ones showing a high dependence on NDRG3 for their expression (Figure 4B,C). We found that the expression of *Pygl* and *G6pt* was significantly downregulated in Ndrg3 LKO livers compared to WT in both fasted and refed conditions (Figure 4C). In contrast, debranching enzymes of the glycogenolysis pathway (*Agl* and *Gaa*) showed an expression pattern independent of NDRG3.

Since PYGL is the rate-limiting enzyme of fasting-associated glycogen degradation [22], we further examined its expression at the protein level. PYGL protein expression in primary hepatocytes from 3-month-old mice was highly downregulated in Ndrg3 LKO relative to WT, indicating that PYGL downregulation in Ndrg3 LKO mice is intrinsic to hepatocytes (Figure 4D). We then assessed PYGL protein expression in 2- and 4-month-old mice depending on feeding conditions. The amount of total PYGL protein expressed in 2-month-old livers remained relatively constant regardless of the feeding condition or the *Ndrg3* genotype (Figure 4E and Figure S4A). The level of catalytically active PYGL with Ser15 phosphorylation (p-PYGL(S15)) in 2-month-old livers decreased upon feeding in both mouse groups and was maintained relatively lower in Ndrg3 LKO livers than in WT. In 4-month-old mice, feeding-dependent changes in total PYGL and p-PYGL(S15) levels were not evident in WT livers but both proteins were significantly downregulated in Ndrg3 LKO livers compared to WT regardless of feeding conditions (Figure 4E and Figure S4A). When the PYGL and p-PYGL(S15) profiles were compared with the glycogen profiles at different feeding conditions in Figure 4A, 4-month-old mice in the fasted condition appeared to show the best matches between the glycogen profile and the profiles of PYGL and p-PYGL(S15). These results suggest that NDRG3 is required for the proper operation of the fasting-associated glycogen degradation in aged mouse livers as its deficiency can significantly hamper PYGL expression and activity.

PYGL activity is highly regulated at the protein level through post-translational modifications involving serine phosphorylation and/or by binding of allosteric effectors such as G6P, ATP, and AMP [23]. Expression of protein phosphatase 1 (PP1), which dephosphorylates p-PYGL(S15), was not different between WT and Ndrg3 LKO livers (Figure S4B). However, expression of phosphorylase kinase regulatory subunit alpha 2 (*Phka2*), which regulates phosphorylase kinase to activate PYGL by serine phosphorylation, was significantly downregulated in fasted Ndrg3 LKO relative to WT (Figure 4C). In addition, the G6P level was significantly upregulated in Ndrg3 LKO livers (Figure 2D). Consistent with these observations, PYGL activity determined from liver extracts of 4-month-old mice was significantly diminished in Ndrg3 LKO livers compared to WT (Figure 4F). Collectively, these results indicate that the malfunctioning of PYGL due to the downregulation of gene expression and suppression of enzymatic activity in hepatocytes could be the primary cause of aberrant hepatic glycogen accumulation and hypoglycemia in Ndrg3 LKO mice.

### 3.5. Liver-Specific Abrogation of NDRG3 Suppresses Hepatic Gluconeogenesis but Stimulates Liver Triglyceride Accumulation

Under fasting conditions, the liver initially increases glycogenolysis in response to glucagon, and then, during a longer term fasting, gluconeogenesis takes the role [21]. In our results describing age-dependent glucose–glycogen flux, it is notable that at 2 months of age, Ndrg3 LKO mice exhibited hypoglycemia (Figure 2A) and lower intrahepatic glucose levels (Figure 2C) without showing significant changes in fasting hepatic glycogen content compared to WT (Figure 4A). This observation suggests that at this stage of development hypoglycemia might be caused in Ndrg3 LKO mice by factors other than impairments in glycogenolysis. We, therefore, examined glucagon-induced gluconeogenic activities using primary hepatocytes from 2-month-old mice. Ndrg3 LKO hepatocytes gave a significantly lower amount of glucose production in response to glucagon than WT hepatocytes (Figure 5A). In contrast, the glucagon-induced glycogenolytic activity was comparable between the two groups of hepatocytes (Figure S5A). qRT-PCR analysis of gluconeogenic gene expression in the livers of 2-month-old, fasted mice showed that *Pck1* (phosphoenolpyruvate carboxykinase) and *Fbp1* (fructose-1,6-bisphosphatase 1) were significantly downregulated in Ndrg3 LKO compared to WT (Figure 5B). In contrast, the levels of G1P and G6P were already upregulated at this stage in Ndrg3 LKO livers relative to those in WT livers (Figure 2D,E), likely due to *G6pt* downregulation as shown in Figure 4C. Therefore, at 2 months of age, the malfunctioning of gluconeogenesis appears to make a significant contribution to the development of hypoglycemia in Ndrg3 LKO mice.

In addition to excessive hepatic glycogen accumulation and hypoglycemia, GSDs often exhibit aberrant lipid accumulation in the liver. We examined the triglyceride (TG) content of Ndrg3 LKO livers in comparison to that of WT. At 2 months of age, Ndrg3 LKO mice exhibited significantly higher levels of hepatic TG accumulation than WT in a fasting condition (Figure 5C). qRT-PCR analysis on lipogenic genes revealed that in this condition the expression of *Srebp1c* and *Acc1* was upregulated in Ndrg3 LKO livers compared to WT (Figure 5D). However, genes involved in fatty acid (FA) desaturation or TG synthesis from FA were not differentially expressed between the two groups. In the refeeding condition, the hepatic TG levels were comparable between the two mouse groups (Figure 5C). In addition, the highly upregulated expression of *Srebp1c*, *Acc1*, and *Fasn*, observed in WT in response to food intake, was much diminished in Ndrg3 LKO mice (Figure S5B). These results indicate that Ndrg3 LKO mice exhibit increased hepatic FA synthesis and TG accumulation relative to WT in the fasting condition as a part of manifesting GSD phenotypes.

### 3.6. NDRG3 Depletion Perturbs Methionine Metabolism in Mouse Hepatocytes

We carried out metabolome profiling on mouse liver extracts via CE-TOFMS to quantitatively assess alterations in metabolite level downstream of NDRG3 ablation. Principal component analysis (PCA) and one-way hierarchical clustering analyses showed a clear separation of metabolome profiles for Ndrg3 LKO and WT livers (Figure S6A,B). Sixty-nine metabolites satisfying (log_2_(fold change)>1, *p*-value < 0.05) in Ndrg3 LKO relative to WT were selected (Figure 6A and Figure S6C) for metabolite set enrichment analysis (MSEA) using the MetaboAnalyst 5.0 program [20] (Figure 6B). Among top-ranked metabolite sets, those related to ‘methionine’ metabolism were highly enriched, including metabolomes of ‘methionine metabolism’, ‘glycine and serine metabolism’, ‘spermidine and spermine biosynthesis’, and ‘homocysteine degradation’ that were significantly upregulated in Ndrg3 LKO livers as well as the metabolomes of ‘methionine metabolism’ and ‘betaine metabolism’ that were significantly downregulated (Figure 6B, Table S2). Methionine plays important roles in many cellular processes including transmethylation reactions, redox maintenance, polyamine synthesis, and coupling to folate metabolism via its involvement in one-carbon metabolism by way of the methionine cycle [24] (Figure 6C). We, therefore, focused on the metabolomic changes in the methionine cycle and its branch pathways. Among others, most of the metabolites in the ‘methionine cycle’ exhibited significant quantitative changes in Ndrg3 LKO livers relative to WT (Figure 6D). Thus, methionine and S-adenosylmethionine (SAM) were significantly upregulated in Ndgr3 LKO livers, while sarcosine, S-adenosylhomocysteine (SAH), adenosine, and dimethylglycine (DMG) were significantly downregulated. In addition, several metabolites in the branch pathways of the methionine cycle, i.e., methylthioadenosine (MTA; methionine salvage pathway), cystathionine (transsulfuration pathway), and glutathione (GSH) and GSSG (glutathione synthesis pathway), were significantly upregulated (Figure 6C,D). These results indicate that a major perturbation has occurred in the methionine cycle in Ndrg3 LKO livers, causing a redirection of its flux towards the branch pathways.

### 3.7. NDRG3 Depletion Causes Restructuring of the Methionine Cycle in Mouse Hepatocytes

Next, we analyzed the mouse livers used in metabolome analysis by RNA sequencing to examine whether the metabolomic alterations in the methionine cycle and its branch pathways in Ndrg3 LKO livers were consistent with the relevant gene expression profiles. 

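RNA from 10 livers was sequenced, 5 from wild-type mice and 5 from Ndrg3 LKO mice fed ad libitum, with 1 library per liver. The age of the mice is given as 8 to 10 weeks in the methods and as 10 to 12 weeks in the legend of Figure 6A. The authors mapped the reads to the mm9 genome and counted them on each gene with STAR, and the deposited values are these counts per gene symbol, as whole numbers without normalization. Between 20872262 and 24747870 reads were counted on genes per wild-type liver, with a median of 22022138, and between 23474693 and 30450057 per Ndrg3 LKO liver, with a median of 29089210. At these depths, 3 counts correspond to between 0.0985 and 0.144 CPM. *Ndrg3* lies on the minus strand of chromosome 2 of mm9 from 156753081 to 156817792. The exon 4 that the LKO allele lacks spans 156775770 to 156775875 in its 16-exon transcript Ndrg3-001. This exon is 106 bp long and lies within the coding sequence of all 3 annotated coding transcripts, and its length leaves a remainder of 1 when divided by 3. The counts cover the whole gene, so exon 4 was not measured on its own. *Ndrg3* had 317, 363, 286, 416 and 368 counts in wild-type replicates 1 to 5, and 246, 332, 356, 273 and 175 counts in Ndrg3 LKO replicates 1 to 5. For comparison between livers, counts were divided by library sizes adjusted with edgeR's TMM method. TMM-normalized CPM of *Ndrg3* were 17.8, 17.7, 15.9, 19.1 and 21.9 in the wild-type livers and 7.07, 8.04, 9.15, 7.78 and 8.25 in the Ndrg3 LKO livers. Every Ndrg3 LKO liver lay below every wild-type liver (2-sided exact permutation test, p = 0.00794, the smallest p that 5 livers against 5 allow). The legend of Figure 7A gives 4 Ndrg3 LKO livers. Ndrg3 LKO replicates 1 to 4 were taken as these livers, because only this set gave the log2 fold changes printed there. That match was found on a scale chosen after the values had been seen and departs from the rule set beforehand, under which no set matched and all 5 livers were to be reported. The paper's text gives no reason for leaving a liver out. For the metabolome of the same livers, the legends of Figure 6A and 6D also give 4 Ndrg3 LKO livers, where the methods give 5. Values of the 4 livers are given first, and values with Ndrg3 LKO replicate 5 second. In the 9 livers of Figure 7A, the log2 fold change of *Ndrg3* was -1.22 (standard error 0.14, adjusted p = 2.20e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In all 10 livers it was -1.20 (standard error 0.13, edgeR adjusted p = 3.87e-05). The alternative that moved it most, limma on log2(CPM + 5), gave -0.48. Of the 11208 genes tested in all 10 livers, 5443 had an edgeR adjusted p under 0.05 (2865 higher and 2578 lower in Ndrg3 LKO livers). Of the 11446 genes tested in the 9 livers of Figure 7A, 6360 did (3252 higher and 3108 lower), and the 5284 genes shared by both counts moved in the same direction. The 2 groups did not overlap for 3526 genes, or 31.5%, where chance gives 0.794%. The alternative that moved the count most, requiring an absolute log2 fold change above 1, gave 2301 genes. Both groups carry the replicate numbers 1 to 5. Across genes, the deviations of same-numbered livers from their group means had a mean correlation of -0.197, the lowest of the 120 ways to pair the livers, and genes are not independent replicates. With the replicate number as a block, 4412 genes changed (2215 higher and 2197 lower), of which 4332 were among the 5443. The log2 fold change of *Ndrg3* with the block was -1.19. The first principal component of log2 TMM-normalized CPM held 69.2% of the variance and separated the groups. Wild-type livers lay between -62.0 and -53.2 on it, Ndrg3 LKO replicates 1 to 4 between 61.4 and 67.9, and Ndrg3 LKO replicate 5 at 23.4.

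**Figure D1:**
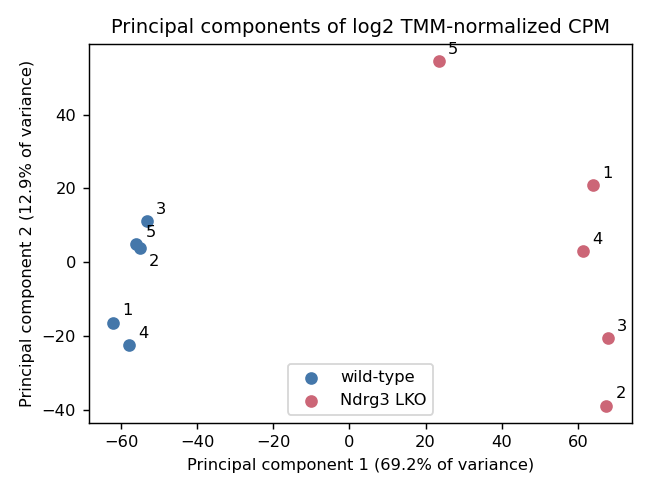
Principal components 1 and 2 of log2 TMM-normalized CPM, with the percent of variance on each axis, for 5 wild-type and 5 Ndrg3 LKO livers labelled by replicate. The groups lie apart on component 1, and Ndrg3 LKO replicate 5 has the highest value on component 2, 54.5.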

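*Gnmt* lies on chromosome 17 of mm9 from 46862613 to 46866117. Its TMM-normalized CPM was 2179 ± 157 (SD, n = 5) in wild-type livers and 580 ± 150 (SD, n = 4) in the Ndrg3 LKO livers of Figure 7A, a log2 fold change of -1.92 (standard error 0.19, adjusted p = 9.10e-06 from edgeR's quasi-likelihood test). The liver not in that figure, Ndrg3 LKO replicate 5, had a CPM of 3096, above every wild-type liver. With it, the log2 fold change in all 10 livers was -1.01 (standard error 0.49, edgeR adjusted p = 0.105), and *Gnmt* was lower than the wild-type mean in 4 of 5 Ndrg3 LKO livers (exact permutation test, p = 0.0476). A fit with the replicate number as a block gave -1.50 (edgeR adjusted p = 0.0238; adjusted p from 9.10e-06 to 0.204 over all alternatives). The annotation places Gm16736 on the opposite strand within *Gnmt*, and the paper's text does not name a strand setting for the counting, so reads of the 2 genes could have been joined. *Ahcy* lies on chromosome 2 from 154885046 to 154900233 and overlaps no other annotated gene. Its CPM was 2830 ± 418 (SD, n = 5) in wild-type livers and 829 ± 200 (SD, n = 4) in the Ndrg3 LKO livers of Figure 7A, with a log2 fold change of -1.78 (standard error 0.20, edgeR adjusted p = 1.84e-05). With Ndrg3 LKO replicate 5, which had 1592, the log2 fold change was -1.53 (standard error 0.25, edgeR adjusted p = 6.10e-04). It was -1.60 with the block. *Bhmt* lies on chromosome 13 from 94386846 to 94407916, with Gm15622 on the opposite strand. It had 4320 ± 1829 CPM (SD, n = 5) in wild-type livers and a mean of 130 in the 4 Ndrg3 LKO livers of Figure 7A (from 76.7 to 196), a log2 fold change of -5.06 (standard error 0.39, edgeR adjusted p = 1.38e-06). In Ndrg3 LKO replicate 5 it had 602, and all 10 livers gave -4.26 (standard error 0.58, edgeR adjusted p = 1.75e-04) and -4.63 with the block. For *Ahcy* and *Bhmt*, every Ndrg3 LKO liver lay below every wild-type liver. *Mat1a*, the gene written as *Mat1* in the text, lies on chromosome 14 from 41918670 to 41937701 and overlaps no other annotated gene. Its CPM was 6255 ± 808 (SD, n = 5) in wild-type livers and 3285 ± 667 (SD, n = 4) in the Ndrg3 LKO livers of Figure 7A, a log2 fold change of -0.94 (standard error 0.18, edgeR adjusted p = 9.50e-04). The CPM of Ndrg3 LKO replicate 5 was 5630, inside the wild-type range of 5054 to 6982, and all 10 livers gave -0.74 (standard error 0.23, edgeR adjusted p = 0.0193; exact permutation test, p = 0.0159) and -0.78 with the block. After quantile normalization in place of TMM, the log2 fold change of *Mat1a* was 0.043, so its direction depended on the scaling. The 12 genes of a list of general hepatocyte genes were also lower in Ndrg3 LKO livers, with a median log2 fold change of -1.52 in the 9 livers and -1.18 in all 10. Of these genes, 2 fell further than *Gnmt* in the 9 livers and 8 in all 10, and 0 fell further than *Bhmt* in either.

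**Figure D2:**
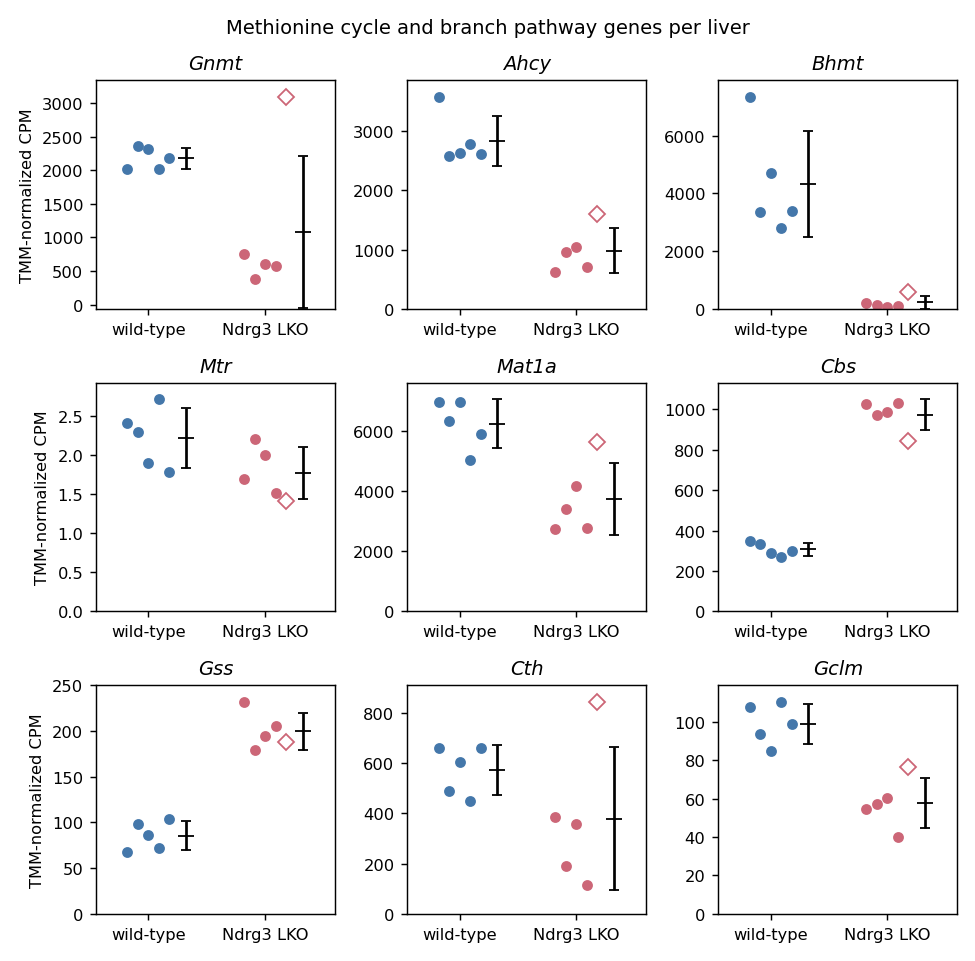
TMM-normalized CPM of each gene of Figure 7A in 5 wild-type and 5 Ndrg3 LKO livers; points are livers, the open diamond is Ndrg3 LKO replicate 5, and black bars are the mean ± SD (n = 5). The diamond lies above every wild-type liver for *Gnmt*, at 3096, and for *Cth*, at 842.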

Consistent with the disturbances in metabolite levels in the methionine cycle, expression of constituent genes (glycine N-methyltransferase (*Gnmt*), adenosylhomocysteinase (*Ahcy*), and betaine-homocysteine S-methyltransferase (*Bhmt*)) was highly suppressed in Ndrg3 LKO livers except for methionine adenosyltransferase 1 (*Mat1*) gene encoding the enzyme for the 1st step of the cycle (Figure 7A). In contrast, expression of branch pathway genes, cystathionine beta-synthase (*Cbs*) and glutathione synthetase (*Gss*), which are responsible for the production of cystathionine and GSH, respectively, was significantly upregulated in Ndrg3 LKO livers. 

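*Cbs* lies on chromosome 17 of mm9 from 31749568 to 31774144, and no other annotated gene overlaps it. TMM-normalized CPM of *Cbs* averaged 307 ± 33.7 (SD, n = 5) in wild-type livers and 1005 ± 27.8 (SD, n = 4) in the Ndrg3 LKO livers of Figure 7A. The log2 fold change was 1.70 (standard error 0.13, adjusted p = 1.11e-06 from edgeR's quasi-likelihood test). *Cbs* in Ndrg3 LKO replicate 5 was at 843, and the log2 fold change over all 10 livers was 1.66 (standard error 0.14, edgeR adjusted p = 9.56e-06) and 1.67 with the replicate number as a block. *Gss* lies on chromosome 2 from 155388917 to 155418546. Opposite to it are 0610038P03Rik, *Acss2* and Gm14256, whose reads the counting could have joined to it. *Gss* averaged 85.4 ± 15.9 CPM (SD, n = 5) in wild-type livers and 203 ± 22.2 (SD, n = 4) in the Ndrg3 LKO livers of Figure 7A, a log2 fold change of 1.24 (standard error 0.15, edgeR adjusted p = 4.59e-05). *Gss* in Ndrg3 LKO replicate 5 was at 188, and all 10 livers gave 1.23 (standard error 0.15, edgeR adjusted p = 8.82e-05), or 1.24 with the block. Both genes were higher in all 5 Ndrg3 LKO livers than in any wild-type liver. With each liver left out in turn, the log2 fold change stayed between 1.61 and 1.70 for *Cbs* and between 1.13 and 1.29 for *Gss*.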

We combined the gene expression data with metabolome data in the pathway map of the methionine cycle and branch pathways and examined the compatibility between the metabolomic *versus* genomic changes caused by NDRG3 depletion in the liver (Figure 7B). Downregulation of *Gnmt* appeared to be consistent with the accumulation of its substrate, SAM, which in turn seemed to result in the upregulation of MTA in the branch pathway. 

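*Cth* lies on chromosome 3 of mm9 from 157557212 to 157588041 and overlaps no other annotated gene. Wild-type livers had 572 ± 98.6 TMM-normalized CPM of *Cth* (SD, n = 5), and the Ndrg3 LKO livers of Figure 7A had 262 ± 131 (SD, n = 4). The log2 fold change in these 9 livers was -1.14 (standard error 0.31, adjusted p = 0.00899 from edgeR's quasi-likelihood test), and each of the 4 Ndrg3 LKO livers lay below every wild-type liver. The remaining liver, Ndrg3 LKO replicate 5, was above every wild-type liver. With this liver, the Ndrg3 LKO mean was 378 ± 283 (SD, n = 5) and the log2 fold change was -0.60 (standard error 0.42, edgeR adjusted p = 0.259; 2-sided exact permutation test, p = 0.143). *Cth* therefore had an adjusted p under 0.05 in the livers of Figure 7A and not in all 10 livers. As a block, the replicate number gave -0.91 (edgeR adjusted p = 0.0502; adjusted p from 0.00899 to 0.658 over all alternatives).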

The expression pattern of transsulfuration pathway genes was consistent with the accumulation of cystathionine as *Cbs* was upregulated whereas cystathionase (*Cth*) was downregulated (Figure 7A,B). Cystathionine production might be further promoted by SAM upregulation as it can allosterically activate CBS enzyme activity [25], and by the downregulation of *Bhmt*, which facilitates the channeling of its substrate (homocysteine) to the transsulfuration pathway. 

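*Gclm*, the gene of Figure 7A for the modifier subunit of glutamate-cysteine ligase, acts before glutathione synthetase in glutathione synthesis. It lies on chromosome 3 of mm9 from 121948475 to 121972902, with Gm17494 on the opposite strand. TMM-normalized CPM of *Gclm* was 99.0 ± 10.5 (SD, n = 5) in wild-type livers and 53.0 ± 8.81 (SD, n = 4) in the Ndrg3 LKO livers of Figure 7A, a log2 fold change of -0.91 (standard error 0.14, adjusted p = 2.38e-04 from edgeR's quasi-likelihood test). For Ndrg3 LKO replicate 5 it was 76.2, and all 10 livers gave -0.78 (standard error 0.16, edgeR adjusted p = 0.00211), with every Ndrg3 LKO liver below every wild-type liver, and -0.80 with the replicate number as a block. With library-size scaling in place of TMM, the log2 fold change was -0.28 (edgeR adjusted p = 0.136; adjusted p from 3.74e-05 to 0.142 over all alternatives), and -0.84 relative to the median of all genes. *Gclc*, for the catalytic subunit, had 118 ± 26.4 CPM (SD, n = 5) in wild-type livers and a mean of 62.4 in the Ndrg3 LKO livers of Figure 7A (log2 fold change -0.92, edgeR adjusted p = 0.00104). *Gclc* was at 121 in Ndrg3 LKO replicate 5, and all 10 livers gave -0.67 (edgeR adjusted p = 0.0335).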

The upregulated cystathionine production seems to result in increased GSH production in Ndrg3 LKO livers owing to the upregulation of *Gss* (Figure 7A,B). Therefore, the genomic changes caused by NDRG3 depletion in mouse hepatocytes seem to reasonably coincide with the metabolomic changes. Collectively, these results indicate that the cyclic nature of the methionine cycle was disrupted at the genomic level in Ndrg3 LKO livers, and the methionine metabolism was restructured to cause a significant accumulation of several metabolites in the branch pathways of the methionine cycle (MTA, cystathionine, and GSH).

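Of the 9 genes of Figure 7A, 8 had an edgeR adjusted p under 0.05 in the 9 livers of that figure and 6 in all 10 livers. *Gnmt* and *Cth* made up the difference, and *Mtr* passed in neither. As a set, the 9 genes had a mean log2 fold change of -1.02 in the livers of Figure 7A (adjusted p = 2.77e-04 from limma's rotation test fry) and of -0.83 in all 10 livers (limma fry adjusted p = 0.158), with 2 genes higher and 7 not. Over all 27 genes that the paper names for an expression measurement, 17 changed in all 10 livers by the adjustment over all genes tested, and 17 by the adjustment over the list alone. In the livers of Figure 7A, 20 and 21 did. Among 23 gene sets tested, 14 changed in all 10 livers (9 higher and 5 lower) and 16 in the livers of Figure 7A. Blocking by replicate number left 8 of the sets. The alternative that moved this count most, limma's camera test, which compares a set with all other genes, called 0 sets, with 1 set at an unadjusted p under 0.05. The paper places lower *Gnmt* beside the accumulation of its substrate SAM, and proposes that SAM in turn raised MTA. Likewise it sets higher *Cbs* with lower *Cth* beside the accumulation of cystathionine, and higher *Gss* beside the increase of GSH. From these changes, the paper concludes that the methionine cycle was disrupted at the genomic level in Ndrg3 LKO livers and that methionine metabolism was restructured toward its branch pathways.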

### 3.8. GNMT DownRegulation Is a Crucial Upstream Event in the Reprogramming of the Methionine Cycle in Ndrg3 LKO Livers

We finally analyzed the NDRG3 dependence of gene expression in the methionine cycle and branch pathways to identify the ones most directly implicated in the restructuring of the methionine cycle in NDRG3-deficient liver. qRT-PCR analysis on mouse livers indicated that expression of the methionine cycle genes, *Gnmt* and *Bhmt*, was highly dependent on *Ndrg3* expression as their mRNA levels were significantly downregulated in Ndrg3 LKO livers compared to WT in both fasted and refed conditions (Figure 8A). Expression patterns of the other genes of the methionine cycle (*Ahcy*, *Mat1*) or branch pathways (*Cbs*, *Mtap*) were not dependent on *Ndrg3*, particularly in the refed condition. Since the mRNA expression and enzymatic activity of BHMT is known to be feedback-inhibited by SAM [26], and since GNMT ablation is known to cause SAM upregulation in mice [27], GNMT downregulation is likely at the upstream of BHMT downregulation in Ndrg3 LKO livers. Western blot analysis showed that GNMT protein expression is also significantly downregulated in Ndrg3 LKO livers relative to WT in an age-dependent manner (Figure 8B and Figure S7A). A similar pattern of GNMT downregulation was observed in NDRG3-deficient primary hepatocytes, indicating that suppression of GNMT expression in Ndrg3 LKO livers is intrinsic to hepatocytes (Figure 8C). In summary, these results suggest that GNMT downregulation and accompanying SAM elevation might play crucial roles in the restructuring of the methionine cycle in Ndrg3 LKO livers.

## 4. Discussion

We investigated the pathophysiological roles of NDRG3 in relation to cell metabolism by generating a mouse model with a liver-specific ablation of the *Ndrg3* gene. These mice developed a number of pathologic phenotypes frequently observed in GSDs, including aberrant hepatic glycogen accumulation, hypoglycemia, TG accumulation, and hepatomegaly. 

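The sequenced livers also carry the genes of glycogen metabolism, in mice fed ad libitum. *Pygl*, for liver glycogen phosphorylase, lies on chromosome 12 of mm9 from 71291798 to 71332475, with F730035M05Rik on the opposite strand. Its TMM-normalized CPM was 484 ± 29.8 (SD, n = 5) in wild-type livers and 187 ± 37.4 (SD, n = 4) in the Ndrg3 LKO livers of Figure 7A, a log2 fold change of -1.38 (standard error 0.15, adjusted p = 2.15e-05 from edgeR's quasi-likelihood test). Its CPM in Ndrg3 LKO replicate 5 was 240, and all 10 livers gave -1.29 (standard error 0.16, edgeR adjusted p = 1.01e-04), or -1.31 with the replicate number as a block. *Slc37a4*, the files' symbol for *G6pt*, lies on chromosome 9 from 44205182 to 44211046. It had 361 ± 19.3 CPM (SD, n = 5) in wild-type livers and 97.0 ± 32.9 (SD, n = 4) in the Ndrg3 LKO livers of Figure 7A, a log2 fold change of -1.91 (standard error 0.21, edgeR adjusted p = 1.87e-05). In Ndrg3 LKO replicate 5 it was at 234, and all 10 livers gave -1.54 (standard error 0.30, edgeR adjusted p = 0.00159), or -1.69 with the block. Both genes were lower in all 5 Ndrg3 LKO livers than in any wild-type liver. *G6pc* did not differ beyond the spread between livers in either set (log2 fold change -0.21 and -0.19, edgeR adjusted p = 0.394 and 0.429). *Phka2* did not differ either (-0.16 and -0.099, with adjusted p from 0.00785 to 0.965 over all alternatives). *Phka2* was at 0.49 with limma and array weights, where the median log2 fold change of all genes was 0.57. That higher value is therefore not specific to *Phka2*. *Gaa* was higher (log2 fold change 0.38 in the livers of Figure 7A and 0.36 in all 10), and had an edgeR adjusted p of 0.0782 with the block (1.86e-05 to 0.185 over all alternatives). Of the genes of glycogen synthesis, *Gbe1* was lower in both sets (-0.88 and -0.99, edgeR adjusted p = 7.16e-04 and 0.00145; 1.36e-05 to 0.171 over all alternatives, above 0.05 in 7 of 27), while *Gys2* had 391 ± 50.5 CPM (SD, n = 5) in wild-type livers and 201 ± 20.5 (SD, n = 4) in the Ndrg3 LKO livers of Figure 7A. Its log2 fold change was -0.97 there (edgeR adjusted p = 1.36e-04) and -0.61 in all 10 livers (edgeR adjusted p = 0.0662), where Ndrg3 LKO replicate 5 had 473, above every wild-type liver. With the replicate number as a block it was -0.71 (edgeR adjusted p = 0.0324; adjusted p from 1.36e-04 to 0.447 over all alternatives). Opposite to *Phka2* and *Gbe1* lie Gm15243 and 4930423O20Rik.

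**Figure D3:**
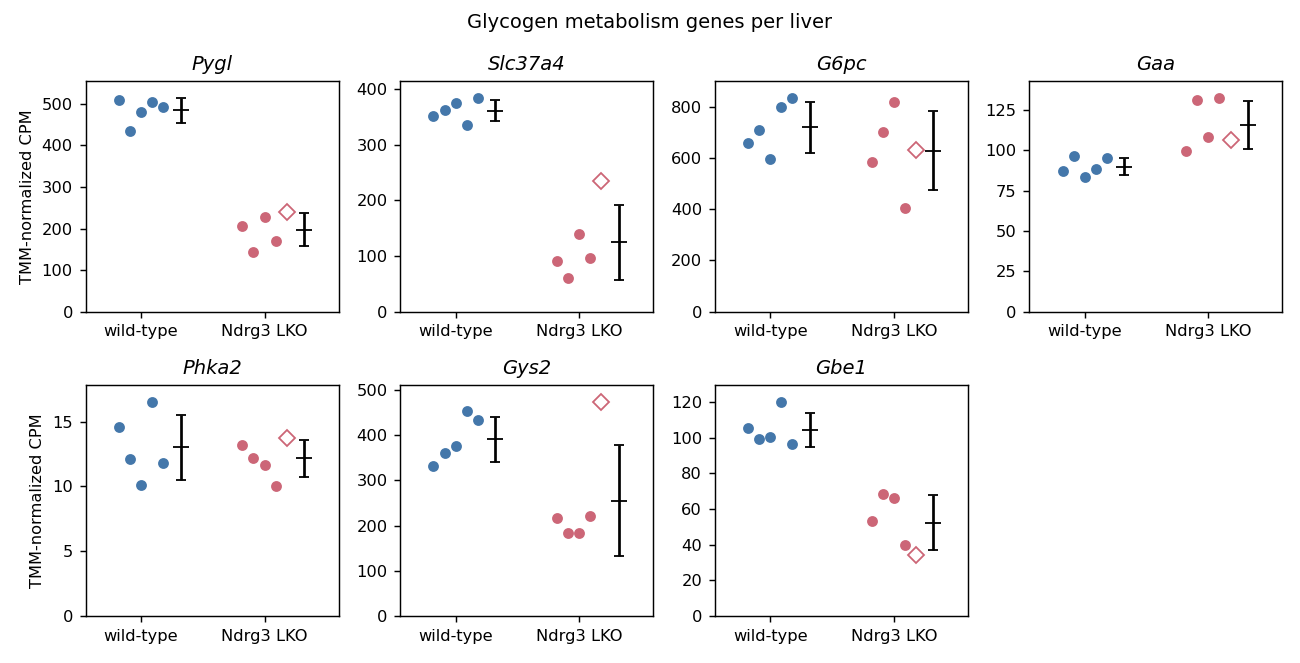
TMM-normalized CPM of genes of glycogen breakdown and synthesis in 5 wild-type and 5 Ndrg3 LKO livers; points are livers, the open diamond is Ndrg3 LKO replicate 5, and black bars are the mean ± SD (n = 5). *Pygl* and *Slc37a4* are below the wild-type range in all 5 Ndrg3 LKO livers, and *Gys2* of replicate 5 is the highest of all, at 473.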

Metabolome and transcriptome profiling indicated that glycogen metabolism as well as the methionine cycle was highly dysregulated in Ndrg3 LKO livers, suggesting that NDRG3 might play important roles in liver function and homeostasis by regulating cell metabolism at the upstream of glucose–glycogen metabolism and methionine metabolism.

We showed that hepatic glycogen volume was progressively increased in Ndrg3 LKO mice, in association with a decrease in glycogen degradation capability. Among the genes involved in the glycogen degradation pathway leading to free glucose generation, expression of *PYGL* and *G6PT* was significantly downregulated in Ndrg3 LKO livers in an *NDRG3*-dependent manner (Figure 4C). PYGL is a rate-limiting enzyme of glycogen breakdown converting glycogen into G1P [20], whereas G6PT facilitates the translocation of G6P from cytoplasm into ER lumen for subsequent hydrolysis to glucose and phosphate and thereby controls glucose/G6P concentration in the cytoplasm [28]. These genes are functionally linked with each other since G6PT downregulation causes elevation of G6P level in cytoplasm, inactivating PYGL [29]. The G6P level was significantly elevated in Ndrg3 LKO livers, and, combined with the downregulation of *Pygl* mRNA expression, overall PYGL enzymatic activity was significantly repressed in NDRG3-deficient hepatocytes compared to WT cells (Figure 4F). Deficiency in *PYGL* and *G6PT* genes is known to manifest as hypoglycemia and excessive glycogen accumulation, causing GSD VI [30] and GSD Ib [28], respectively, in humans. KO of *Pygl* or *G6pt* in mice was also shown to induce GSD phenotypes, including aberrant hepatic glycogen accumulation, hypoglycemia, and hepatomegaly [22,31]. These findings suggest that the GSD phenotypes observed in Ndrg3 LKO mice might have been caused by the downregulation of PYGL and G6PT expression/activity. Expression of PYGL and G6PT was also shown to be significantly downregulated in *Gnmt* KO mice [27]. GNMT expression is significantly downregulated in Ndrg3 LKO livers, and both *Gnmt* KO and Ndrg3 LKO mice share the forementioned GSD phenotypes with *Pygl* KO and *G6pt* KO mice. Therefore, it seems to be a good possibility that GNMT downregulation might be an important upstream event associated with the GSD phenotype manifestation in Ndrg3 LKO mice.

As indicated by the results of MSEA and gene expression analysis, alterations in the flux of the methionine cycle were outstanding in Ndrg3 LKO livers. Three out of the four steps in the methionine cycle were significantly downregulated except for the 1st step reaction, causing significant accumulation of SAM and methionine (Figure 6D and Figure 7B). 

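The 20 genes with the highest counts took between 26.2 and 28.0% of the counts in wild-type livers and between 16.3 and 17.3% in Ndrg3 LKO replicates 1 to 4, with 26.6% in Ndrg3 LKO replicate 5. TMM left the median log2 fold change of all genes at 0.031, and scaling by library size alone moved it to 0.56. Relative to this median, *Gnmt* was at -1.04 with TMM and at -1.22 with library-size scaling. For *Ahcy* these values were -1.56 and -1.60, for *Bhmt* -4.30 and -4.45, and for *Mat1a* -0.77 and -0.80. These 2 scalings differ by a single factor per library, so subtracting the median removes most of their difference and the closeness is no test of the comparison. Quantile normalization changed the comparison of the steps, with *Gnmt* at -0.98, *Ahcy* at -0.97, *Bhmt* at -4.16 and *Mat1a* at 0.0050 relative to the median. *Mtr*, which also methylates homocysteine and lies on chromosome 13 of mm9 from 12279086 to 12350267, had few reads, between 30 and 91 counts per liver. It had 2.22 ± 0.38 TMM-normalized CPM (SD, n = 5) in wild-type livers and 1.85 ± 0.31 (SD, n = 4) in the Ndrg3 LKO livers of Figure 7A, a log2 fold change of -0.27 (standard error 0.21; exact permutation test, p = 0.167). With Ndrg3 LKO replicate 5, which had 1.41, it was -0.33 (standard error 0.20, adjusted p = 0.205 from edgeR's quasi-likelihood test). The block by replicate number gave -0.33 as well. With library-size scaling the log2 fold change of *Mtr* changed direction to 0.22, and relative to the median of all genes it was -0.34.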

The upregulated SAM seems to induce a number of notable changes in the flux of the methionine cycle in NDRG3-deficient hepatocytes. First, SAM accumulation appears to promote the accumulation of MTA in the branch pathway of the methionine cycle (Figure 6D and Figure 7B). Second, SAM is known to strongly inhibit the expression and activity of BHMT, and thus suppresses remethylation of homocysteine back to methionine [32]. Third, SAM is known to allosterically activate CBS that catalyzes the 1st step of the transsulfuration pathway converting homocysteine to cystathionine [25]. Moreover, expression of *Cbs* is transcriptionally upregulated in Ndrg3 LKO livers. The elevated catalytic capacity of CBS, along with the suppression of the immediate downstream reaction due to downregulation of *Cth* expression, promotes significant accumulation of cystathionine in NDRG3-deficient hepatocytes (Figure 6D and Figure 7B). Therefore, aberrant SAM elevation appears to function as an important contributor to the restructuring of the methionine cycle in Ndrg3 LKO livers (Figure 7B and Figure 8D). High levels of SAM accumulation were reported in several studies on *Gnmt* KO in mice [27,33,34], demonstrating a causal role for GNMT deficiency in SAM elevation. Therefore, Ndrg3 LKO-dependent downregulation of GNMT expression appears to be intimately linked to both the reprogramming of the methionine cycle and the manifestation of GSD phenotypes in Ndrg3 LKO mice. However, it is not known how NDRG3 depletion suppresses GNMT expression in mouse hepatocytes and how GNMT deficit is linked to the downregulation of PYGL and G6PT expression in Ndrg3 LKO mice in vivo. In mammals, GNMT is known to play major roles in the regulation of SAM levels, as documented by studies of humans with GNMT deficiency and mouse models with GNMT KO (Reviewed in [35]). Since SAM is required for many important biological processes, regulation of GNMT activity is considered critical for homeostasis [36]. Therefore, studies addressing the regulatory relationship between NDRG3 and GNMT and its biological significance may reveal interesting physiological and pathophysiological aspects of cell metabolism.

It appears that NDRG3 depletion in mouse liver can be a damaging condition. Thus, elevation of liver injury markers was observed in Ndrg3 LKO mice (Figure 1C). GNMT deficiency was also suggested as the cause of liver injury in the mouse model of *Gnmt* KO [27]. In addition, histopathologic abnormalities such as degenerative changes and perinuclear vacuoles in hepatocytes were shared in *Gnmt* KO [27] and Ndrg3 LKO mice. Interestingly, reprogramming of the methionine cycle in Ndrg3 LKO livers brings about the accumulation of several metabolites that are known to have defensive capacities against cellular damage such as SAM, MTA, cystathionine, and GSH (Figure 7). These metabolites are also significantly upregulated in *Gnmt* KO mice [33]. SAM is known, in addition to its well-known function as the methyl donor, to ameliorate liver injury in many animal models via its ability, for example, to raise GSH level, suppress tumor necrosis factor (TNFA) expression, and protect hepatocytes against apoptosis [34]. MTA is a thioether compound that can exert a direct antioxidant effect [37]. Although MTA does not accumulate in significant amounts in most cells [38], it was shown to have a protective effect on oxidative liver damage in animal models of liver injury [39,40]. Cystathionine was reported to have anti-inflammatory [41] and antiapoptotic functions [42,43], possess a scavenging function against superoxide radicals [44], and play a hepatoprotective role against endoplasmic reticulum stress-induced injury [43,45]. GSH is well-known for its roles in the homeostatic maintenance of cellular redox balance and as an antioxidant protecting cells from oxidative damage and the xenobiotic toxicities [46]. Thus, these results suggest that in the absence of NDRG3, the methionine cycle can be redirected in hepatocytes towards the augmentation of hepatoprotective capacities.

NDRG3 is a pro-tumorigenic member of the NDRG family in contrast to the other three members that are mainly associated with tumor suppressive functions [4]. Due to mutations of catalytic amino acid residues in α/β-hydrolase domain, NDRG3 is considered enzymatically nonfunctional and thought to function as a scaffold protein mediating growth-promotive signaling [3,47]. NDRG3 is frequently overexpressed in many cancers, associated with aggressive cancer phenotypes and a poor prognosis [4], and shown to exhibit a number of pro-tumorigenic characteristics including promotion of tumor growth, angiogenesis, and metastasis (See Introduction). Dysregulation of growth signaling due to genetic or environmental causes is often accompanied by reprogramming of cell metabolism [48]. Both the methionine cycle and glucose–glycogen flux play essential roles in cell growth by supporting nucleotide biosynthesis via coupling to folate metabolism and energy metabolism, respectively. It seems possible, then, that dysregulation of growth signaling due to NDRG3 depletion could cause the reprogramming of the methionine cycle and glucose–glycogen flux in Ndrg3 LKO liver.

## 5. Conclusions

NDRG3 depletion in liver results in the manifestation of GSD phenotypes in mice due to impaired hepatic glucose homeostasis associated with the suppression of glycogenolysis and gluconeogenesis. NDRG3 deficiency in liver also causes restructuring of the methionine cycle due to the downregulation of GNMT expression and elevation of SAM levels. The Ndrg3 LKO-dependent GNMT downregulation seems to play a crucial role in the pathogenesis of Ndrg3 LKO livers. Our results suggest that NDRG3 may have important regulatory roles in liver cell metabolism at the upstream of glucose–glycogen flux via the regulation of methionine metabolism, and that its regulation may have a therapeutic potential for disorders with a dysregulation in glucose–glycogen metabolism and methionine metabolism.

## Figures and Tables

**Figure 1:**
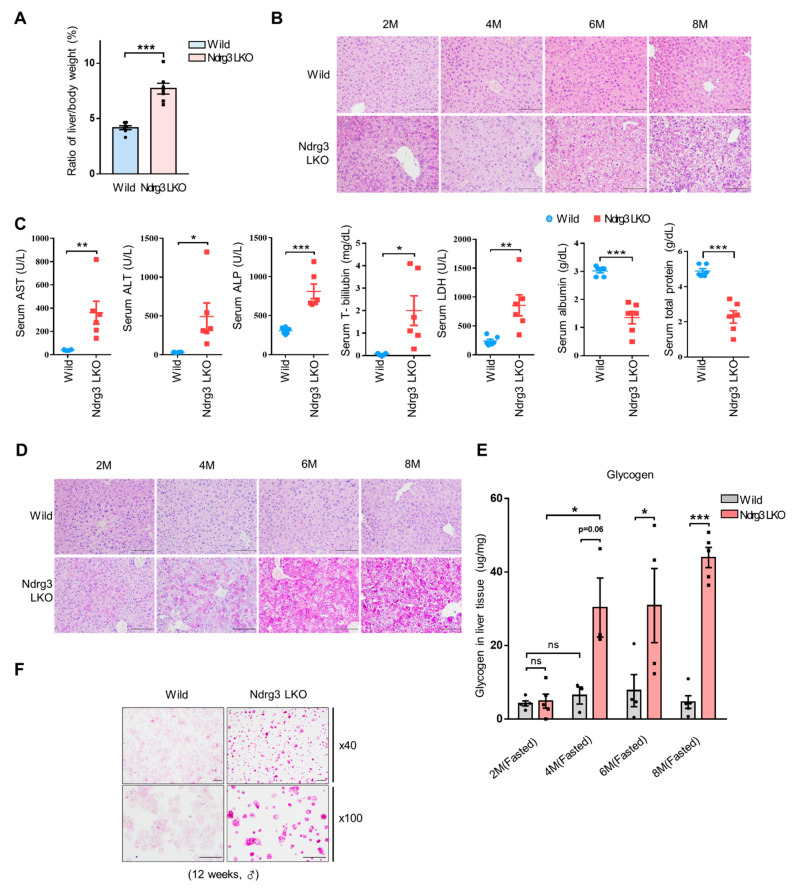
Pathologic changes and abnormal glycogen accumulation in NDRG3-depleted mouse livers. (**A**) Liver-to-body weight ratios of wild-type and Ndrg3 LKO mice at the age of 8–12 weeks (*n* = 7 per group). (**B**) Hematoxylin and eosin stained liver tissues of wild-type and Ndrg3 LKO mice at increasing ages. Scale bars; 100 μm. (**C**) Quantification of liver functional parameters analyzed from blood plasma of 2-month-old wild-type and Ndrg3 LKO mice (*n* = 6 per group). ALT, alanine transaminase; AST, aspartate transaminase; ALP, alkaline phosphatase; T-bilirubin, total bilirubin; LDH, lactate dehydrogenase. (**D**) Periodic acid-Schiff (PAS) staining of liver tissues from overnight-fasted wild-type and Ndrg3 LKO mice. Scale bars; 100 μm. (**E**) Quantification of hepatic glycogen volume in wild-type and Ndrg3 LKO mice at increasing ages. (*n* = 3–5 per group). (**F**) Representative PAS staining images of primary hepatocytes isolated from the livers of 12-week-old male wild-type and Ndrg3 LKO mice. Scale bars; 200 μm. Data are presented as mean ± SEM. *p*-values were calculated using two-tailed Student’s *t*-test (**A**,**C**), or two-way ANOVA with Tukey’s correction for multi-comparison (**E**). * *p* < 0.05, ** *p* < 0.01, and *** *p* < 0.001 vs. wild mice.

**Figure 2:**
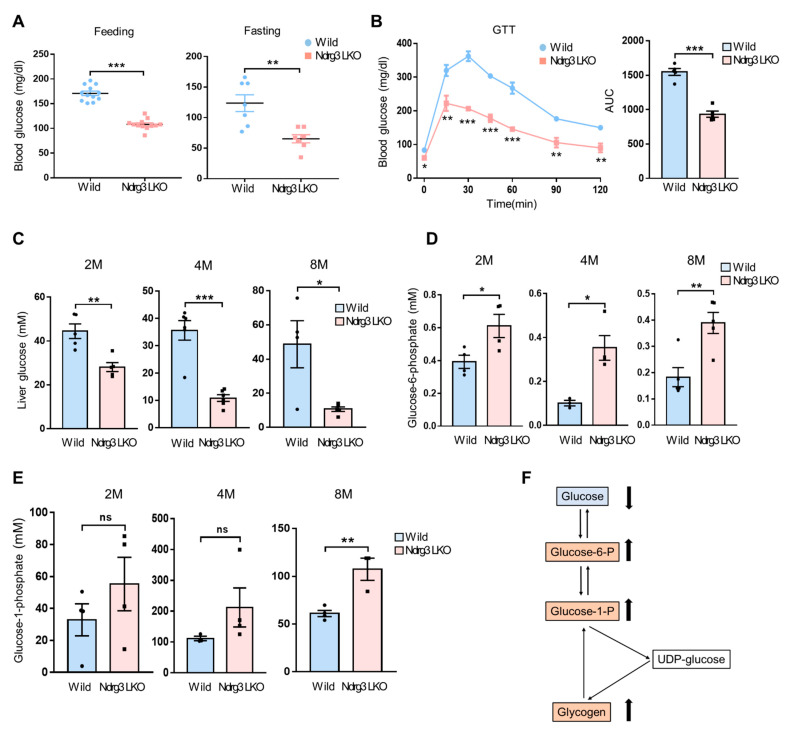
Hypoglycemia and impaired hepatic glucose homeostasis caused by liver-specific NDRG3 ablation. (**A**) Blood glucose levels of 2–4-month-old wild-type and Ndrg3 LKO mice determined ad libitum (Feeding, *n* = 12) or after fasting for 15 h (Fasting, *n* = 7). (**B**) Glucose tolerance test (GTT) (left), and AUC (area under the curve) for GTT (right). Male mice were fasted overnight and then injected with glucose at a dose of 2 g/kg body weight by intraperitoneal administration (*n* = 5 per group). (**C**–**E**) Levels of the metabolic intermediates in glycogen degradation pathway measured from liver tissues of wild-type and Ndrg3 LKO mice at increasing ages. Free glucose (**C**), glucose-6-phosphate (G6P; **D**), and glucose-1-phosphate (G1P; **E**). (**F**) Scheme for the hepatic glycogen metabolism. Changes in metabolite levels in the liver of Ndrg3 LKO mice relative to wild-type are shown as arrows. Data are presented as mean ± SEM. *p*-values were calculated using two-tailed Student’s *t*-test (**A**,**C**–**E**). * *p* < 0.05, ** *p* < 0.01, and *** *p* < 0.001 vs. wild mice.

**Figure 3:**
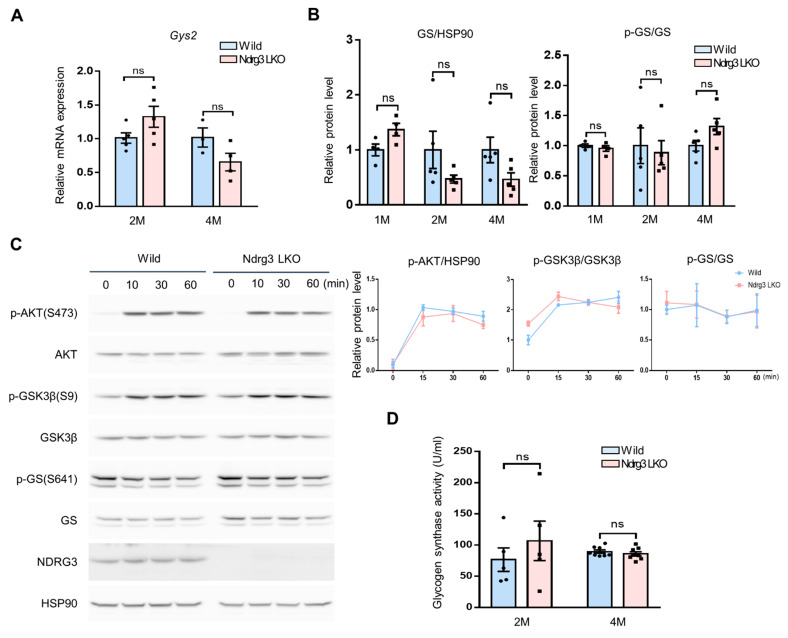
Intact glycogen biosynthesis capacity in Ndrg3 LKO mice. (**A**) qRT-PCR analysis of *Gys2* gene expression in overnight-fasted wild-type and Ndrg3 LKO mouse livers at 2 or 4 months of age (*n* = 3–4 per group). Gene expression was normalized using *Gapdh* as the reference. (**B**) Expression of glycogen synthase (GS) protein in wild-type and Ndrg3 LKO mouse livers at increasing ages (*n* = 4–5 per group). Total GS and p-GS(S641) were quantified from immunoblots shown in Figure S3B using ImageJ program. The levels of p-GS(S641) relative to total GS (p-GS/GS) are shown on the right. (**C**) Time-dependent analysis of insulin signaling in primary hepatocytes obtained from 2-month-old wild-type and Ndrg3 LKO mice. Insulin signaling was assessed by Western blotting using p-AKT(S473), p-GSK3β(S9), and p-GS(S641) as the markers. (**D**) GS activity in the livers of 2-month-old wild-type and Ndrg3 LKO mice (*n* = 5 per group).

**Figure 4:**
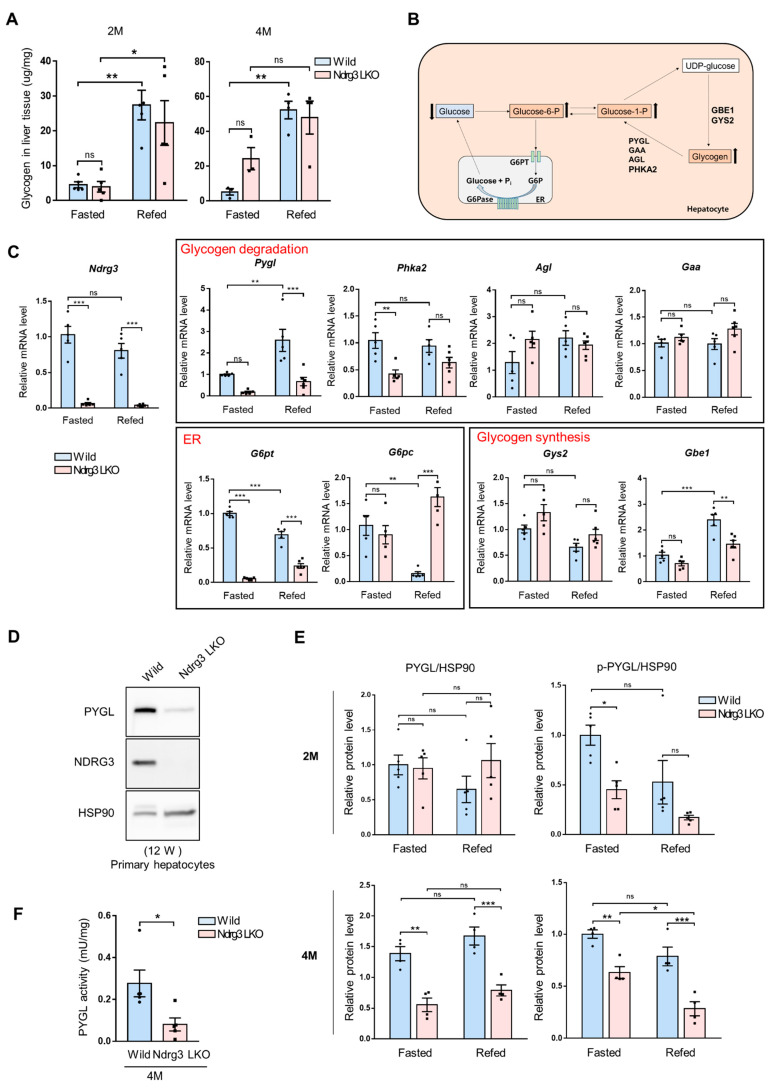
Impaired glycogenolysis in Ndrg3 LKO livers due to dysregulation of genes in glycogen degradation pathway. (**A**) Quantitative measurement of hepatic glycogen volumes depending on feeding conditions in 2- and 4-month-old wild-type and Ndrg3 LKO mice (*n* = 3–5 per group). Mice were fasted for 15 h or refed for additional 6 h before being subject to the glycogen analysis. (**B**) Schematic depiction of representative genes and pathways involved in the mobilization and/or storage of glucose in liver. Genes whose deficiency is implicated in the manifestation of glycogen storage disease phenotypes in humans are shown. (**C**) qRT-PCR analysis of the expression of glycogen metabolism pathway genes in the livers of wild-type and Ndrg3 LKO mice at 2 months of age. Mice were fasted for 15 h or refed for additional 6 h before being subject to the gene expression analysis (*n* = 4–5 per group). (**D**) PYGL protein expression in primary hepatocytes isolated from 3-month-old wild-type and Ndrg3 LKO mice. (**E**) Expression of PYGL and p-PYGL(S15) in wild-type and Ndrg3 LKO mouse livers at the age of 2 months (*n* = 5 per group) or 4 months (*n* = 4 per group). Mice were fasted for 15 h or refed for additional 6 h before being subject to the Western blot analysis. Total PYGL and p-PYGL(S15) were quantified from immunoblots shown in Figure S4A using ImageJ program. (**F**) PYGL activity measured from the livers of 4-month-old wild-type and Ndrg3 LKO mice (*n* = 5 per group). Mice were fasted for 15 h and then refed for 6 h before being subject to PYGL activity assay. Gene expression was normalized using *Gapdh* as the reference. Data are presented as mean ± SEM. *p*-values were calculated using two-tailed Student’s *t*-test (**F**), or two-way ANOVA with Tukey’s correction for multi-comparison (**A**,**C**,**E**). * *p* < 0.05, ** *p* < 0.01, and *** *p* < 0.001 vs. wild mice.

**Figure 5:**
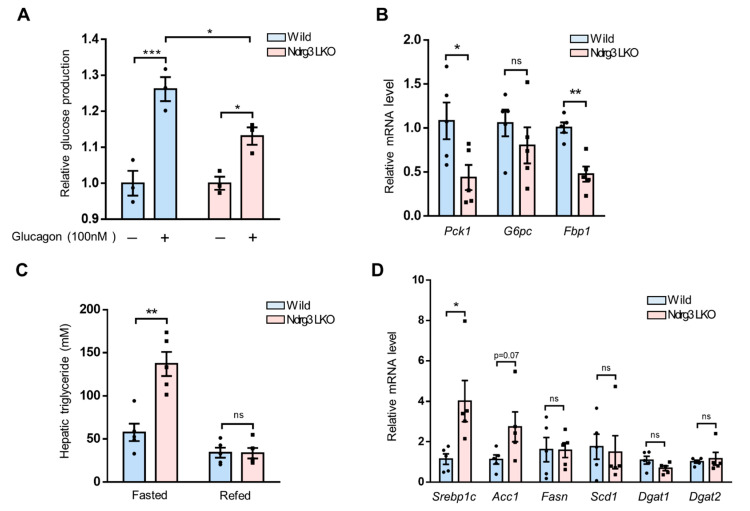
Alterations in hepatic gluconeogenesis and lipogenesis in Ndrg3 LKO mice. (**A**) Quantitative measurement of hepatic glucose production under a gluconeogenic condition. Primary hepatocytes isolated from 2-month-old wild-type and Ndrg3 LKO mice (*n* = 3 per group) were cultured, subjected to serum and glucose starvation overnight, and stimulated with glucagon (100 nM) for 4 h. Glucose production rate of glucagon-stimulated primary hepatocytes was expressed as the fold change relative to vehicle-treated hepatocytes. (**B**) qRT-PCR analysis of gluconeogenic gene expression in wild-type and Ndrg3 LKO mouse livers at 2 months of age in the fasting condition (*n* = 5 per group). (**C**) Liver triglyceride levels of 2-month-old wild-type and Ndrg3 LKO mice were determined (*n* = 5 per group). Mice were fasted overnight before being subject to the triglyceride analysis. (**D**) qRT-PCR analysis of lipogenic gene expression in wild-type and Ndrg3 LKO mouse livers at 2 months of age (*n* = 5 per group). Gene expression was normalized using *Rpl32* (**B**) or *Gapdh* (**D**) as the reference. Data are presented as mean ± SEM. p-values were calculated using two-way ANOVA followed by Tukey’s multiple comparisons test (**A**) or two-tailed Student’s *t*-test (**B**–**D**). * *p* < 0.05, ** *p* < 0.01, and *** *p* < 0.001 vs. wild-type mice.

**Figure 6:**
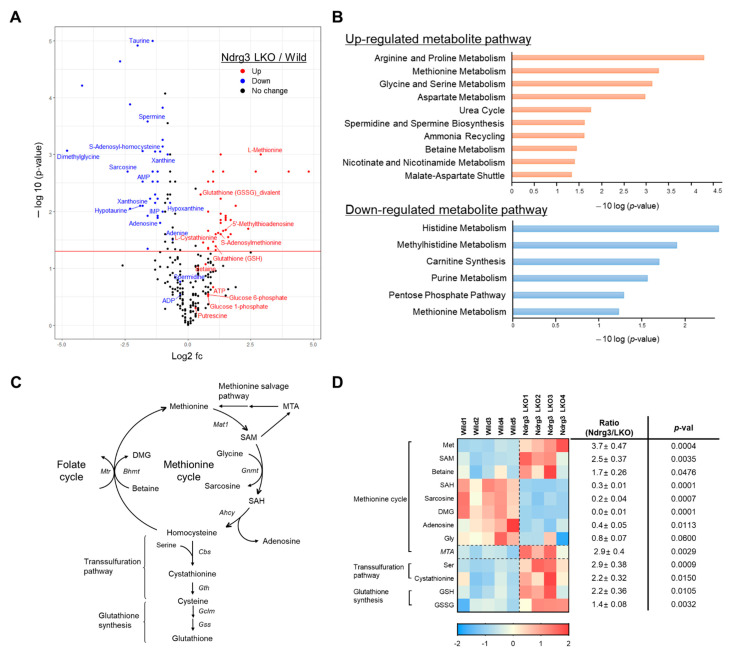
Perturbation of methionine metabolism caused by NDRG3 ablation in mouse hepatocytes. (**A**) A volcano plot for identifying differentially expressed metabolites between wild-type (*n* = 5) and Ndrg3 LKO mouse livers (*n* = 4). Blue dots with (*p* < 0.05, log_2_(fold change) < −1) indicate metabolites significantly downregulated in Ndrg3 LKO livers compared to wild-type, whereas red dots with (*p* < 0.05, log_2_(fold change) > 1) represent metabolites significantly upregulated in Ndrg3 LKO livers. Mice at 10–12 weeks of age were sacrificed under ad libitum states and used in the metabolome analysis. (**B**) Metabolome sets enriched in the livers of Ndrg3 LKO mouse relative to wild-type analyzed by MetaboAnalyst 5.0. Total of 68 metabolites satisfying (*p* < 0.05, log_2_(fold change) > 1) between Ndrg3 LKO and wild-type were subject to the enrichment analysis, and the metabolome sets with *p* < 0.05 are shown. Red and blue, up- and down-regulated in Ndrg3 LKO livers relative to wild-type, respectively. (**C**) A schematic diagram representing the methionine cycle and its branch pathways. (**D**) Heatmap and relative ratios for the expression of metabolites of the methionine cycle and its branch pathways in the livers of wild-type (*n* = 5) and Ndrg3 LKO (*n* = 4) mice. Red, relatively upregulated. Blue, relatively downregulated. Data are presented as mean ± SEM. *p*-values were calculated using two-tailed Student’s *t*-test (**D**).

**Figure 7:**
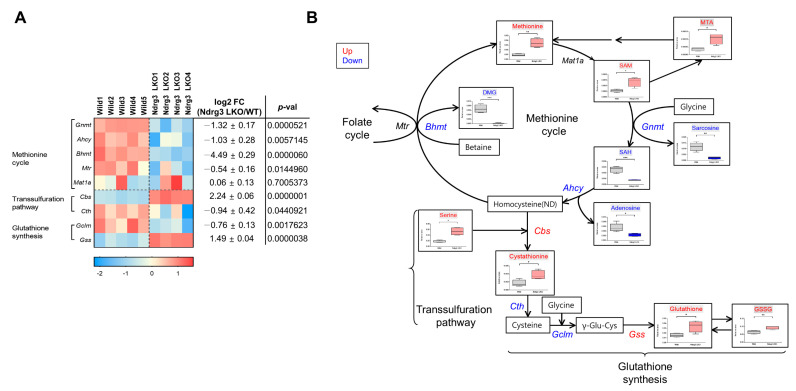
Restructuring of the methionine cycle in NDRG3-depleted mouse hepatocytes. (**A**) Heatmap and the relative expression of the genes of the methionine cycle and its branch pathways in the livers of wild-type (*n* = 5) and Ndrg3 LKO (*n* = 4) mice. Red, relatively upregulated. Blue, relatively downregulated. (**B**) An integrated diagram for the metabolic and genomic activities of the methionine cycle and its branch pathways. Genes and metabolites showing a significantly different expression between wild-type and Ndrg3 LKO livers are colored. Red and blue, significantly up- and down-regulated, respectively, in Ndrg3 LKO livers relative to wild-type. Gene expression data were obtained from RNA-Seq analysis of the mouse livers used in the metabolome analysis. Relative expression of these metabolites and genes can also be found from heatmaps in Figure 5D and Figure 6A, respectively. Data are presented as mean ± SEM. *p*-values were calculated using two-tailed Student’s *t*-test. * *p* < 0.05, ** *p* < 0.01, and *** *p* < 0.001 vs. wild mice.

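The 5 sets of 4 Ndrg3 LKO livers were compared with the log2 fold changes printed in panel A for its 9 genes. On the 2 scales chosen first, the difference of mean log2 CPM and the log2 ratio of mean CPM, no set gave more than 2 of the 9 values within 0.05. Another scale, quantile normalization of the counts of the 9 livers, was chosen after these values had been seen. On it, the set without Ndrg3 LKO replicate 5 gave 9 of the 9 values, with a largest difference of 0.040, and the other sets gave at most 2, with a largest difference of at least 0.39. Panel A numbers its Ndrg3 LKO columns 1 to 4. The paper's text does not name quantile normalization for these data. On this scale, *Gnmt* was at -1.32, *Ahcy* at -1.04, *Bhmt* at -4.48, *Mtr* at -0.55, *Mat1a* at 0.066, *Cbs* at 2.23, *Cth* at -0.93, *Gclm* at -0.76 and *Gss* at 1.48, each as a log2 fold change in Ndrg3 LKO livers.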

**Figure 8:**
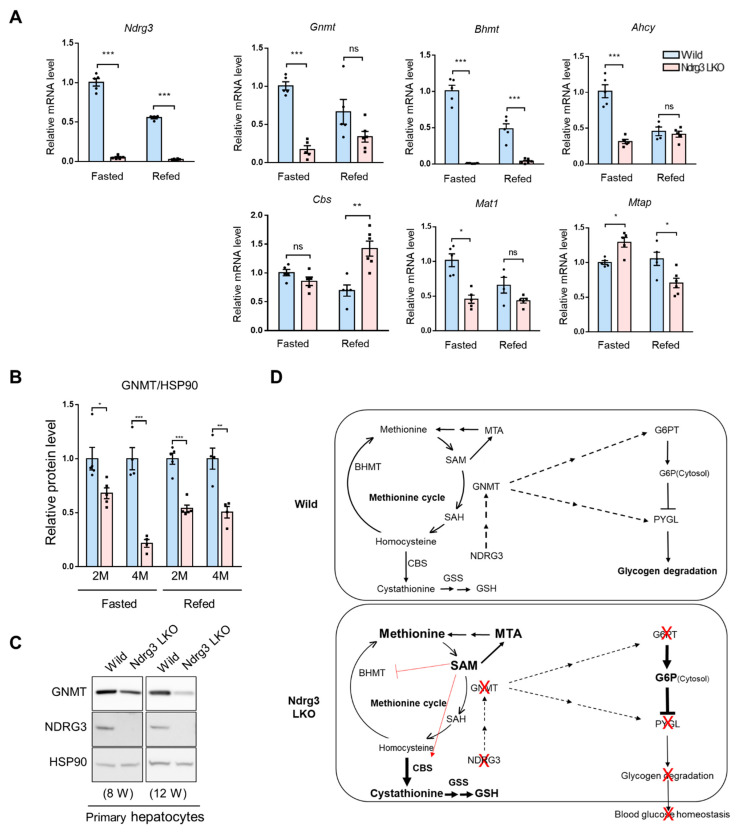
Critical role of GNMT downregulation in the reprogramming of the methionine cycle in Ndrg3 LKO livers. (**A**) qRT-PCR analysis of the expression of genes of the methionine cycle and branch pathways in the livers of wild-type and Ndrg3 LKO mice at 8-10 weeks of age. Mice were fasted for 15 h or refed for additional 6 h before being subject to the gene expression analysis (*n* = 4–5 per group). (**B**) GNMT protein expression in the livers of wild-type and Ndrg3 LKO mice. Mice at the age of 2 months (*n* = 5 per group) and 4 months (*n* = 4 per group) were fasted for 15 h or refed for additional 6 h before being subject to the protein expression analysis. (**C**) Western blot analysis of GNMT expression in primary hepatocytes isolated from wild-type and Ndrg3 LKO mice at 2 or 3 months of age. (**D**) Illustrative scheme describing plausible molecular mechanisms for the induction of methionine cycle reprogramming and GSD phenotypes in Ndrg3 LKO livers. Activation of CBS and inhibition of BHMT by SAM are indicated by red lines. Gene expression was normalized using *Gapdh* as the reference. Data are presented as mean ± SEM. *p*-values were calculated using two-tailed Student’s *t*-test. * *p* < 0.05, ** *p* < 0.01, and *** *p* < 0.001 vs. wild mice.

## Data Availability

The data presented in this study are included in the article/Supplementary Materials. Raw data for RNA sequencing of mouse livers were deposited with NCBI (GEO accession number; GSE196110). Further inquiries can be directed to the corresponding author.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cells11091536/s1, Figure S1: Generation of liver-specific KO mouse for Ndrg3 gene and gross examination of pathologic phenotypes, Figure S2: Hypoglycemia in female mice with liver-specific NDRG3 abrogation, Figure S3: Intact glycogen biosynthesis capacity in Ndrg3 LKO mice, Figure S4: Dysregulation of PYGL expression and activity in Ndrg3 LKO livers, Figure S5: Glycogenolytic and lipogenic activities in Ndrg3 LKO mouse hepatocytes and livers, Figure S6: Metabolomic alterations in methionine cycle and branch pathways in Ndrg3 LKO livers, Figure S7: Dysregulation of GNMT expression in Ndrg3 LKO livers, Table S1: List of primer sequences for quantitative real-time RT-PCR and mouse genotyping, Table S2: Metabolite list for enriched metabolome sets satisfying (*p* < 0.05, log2(fold change) > 1) in the livers of Ndrg3 LKO mice (*n* = 4) relative to wild type (*n* = 5).

How the deposited data were processed for this re-analysis (not part of the article)

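Gene expression was measured by RNA sequencing in 10 livers of mice fed ad libitum, 5 wild-type and 5 Ndrg3 LKO, with 1 library per liver. The authors prepared stranded mRNA libraries, mapped the reads to mm9 with STAR and counted them per gene, and the deposited values are these counts. The files carry the word CPM in their names, but every value is a whole number and the totals differ between livers, so they were used as raw counts. The test had been chosen for CPM, as limma on log2(CPM + 1), and was replaced by edgeR's quasi-likelihood test on the counts, with limma kept as an alternative. The paper's text does not name the annotation or the strand setting of the counting. Genes that overlap another annotated gene on the opposite strand, and members of gene families such as the *Mup* genes, are therefore uncertain. Of the 24052 gene symbols listed, 25 look like dates, as a spreadsheet writes them, and 6306 had 0 counts in every liver.

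The genes were located with the GENCODE annotation of NCBIM37, the assembly also called mm9, in which 20945 of the 24052 symbols were found. Counts were analysed with R 4.3.3, edgeR 4.0.16, limma 3.58.1, statmod 1.5.0 and DESeq2 1.42.0. Genes with at least 1 CPM in at least 5 livers were tested (at least 4 livers in the fit of the 9 livers of Figure 7A). Library sizes were adjusted with TMM, and edgeR's quasi-likelihood test was applied to wild-type against Ndrg3 LKO livers with Benjamini-Hochberg adjustment, at a threshold of 0.05. Standard errors of log2 fold changes were taken from the same fit, as the size of the log2 fold change divided by the square root of its F statistic. Gene sets were tested with limma's fry on log2 TMM-normalized CPM with a pseudocount of 1, adjusted over the sets with at least 2 genes tested. The test of sets had been chosen without TMM, which was added once the files were known to hold counts; library-size scaling is the scale first chosen. Exact permutation tests of the difference of mean log2(CPM + 1) were 2-sided, over 252 splits for all 10 livers and 126 for the 9 livers. Per-liver values are TMM-normalized CPM. The smallest signal a library can show was taken as 3 counts. This floor covers counting error only, since reads without molecular identifiers are not independent molecules.

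All 10 livers form the main comparison. Fits of the 9 livers of Figure 7A leave out Ndrg3 LKO replicate 5. The rule for finding the livers of Figure 7A allowed 2 scales. No set matched on them, and by that rule all 5 Ndrg3 LKO livers were to be reported with the paper's number beside them. Quantile-normalized counts were added after the data had been seen, and giving the 9 livers first departs from the rule. The genes named are those the paper names for an expression measurement, the other members of the *Ndrg* family, and the 5 genes with the largest rise and the 5 with the largest fall among changed genes with a mean CPM of at least 10 in the higher group and no overlap between the groups. *Gclc*, given beside *Gclm*, is a member of a gene set and was named after its values had been seen.

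The rules for named genes and livers, the gene sets, the filters, the threshold, the splits of the livers and the alternatives not said to be added were set before the data were examined. These alternatives are pseudocounts of 0.1 and 5 on the log2 CPM scale, no filter on low values, a mean CPM of at least 5, median-of-ratios scaling, quantile normalization, limma with array weights, without trend and with unmoderated variance, the replicate number as a block, each liver left out in turn, an absolute log2 fold change above 1, and limma's camera. DESeq2, library-size scaling, corrections for GC content and transcript length (loess with a span of 0.5), the block together with the GC correction, and quantile-normalized counts of 9 livers were added afterwards. GC content and length were known for 10360 of the 11208 genes tested, or 92.4%. Both groups are labelled with replicate numbers 1 to 5; the pairing by number comes from these labels. The paper's methods name wild-type littermates as controls but do not say which livers came from the same litter, and do not pair the livers.

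Before use, the tests were checked on simulated counts with 200 of 11208 genes changed. edgeR's quasi-likelihood test recovered 131 of them, or 65.5%, with 2 false calls among 133. With the replicate number as a block it recovered 125 with 4 false calls, and limma recovered 123 with 4 false calls. The fry test called the 1 set that had been changed and 1 of 100 unchanged sets. The simulated counts used wild-type means, with as many genes raised as lowered and no liver set apart. They therefore did not check the choice of scaling, nor data with as many changed genes as here. The 20 pairs of livers within a group differed by more than sampling noise, with a chi-square per degree of freedom between 25.7 and 450, and no pair was identical. The metabolome, qRT-PCR and protein measurements were not analysed here. Some results on genes the paper measures are not reported here.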

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

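Chosen only after the result was seen were the tests of GC content, transcript length, library size and splits for the gene sets, all tests on Ndrg3 LKO replicate 5, and those on dilution, sex-biased genes and serine synthesis; the limit of the dilution test was also set then.

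Of the 5443 changed genes, 5424 lie outside those the paper discusses. Only 1 of 100 splits of the livers into groups of 5, the real one, gave as many genes; the most in another split was 6, with a median of 0. Of the 16 splits that part all 5 same-numbered pairs, again only the real one, 1 of 16, did, and so few splits cannot give a share under 0.05. The splits outside these 16 leave at least 1 same-numbered pair in a group. The same counts held for gene sets, with 1 of 100 and 1 of 16, and at most 1 set in another split. No liver carried *Xist* above 0.0908 CPM, while *Ddx3y* and *Eif2s3y* had at least 42.2 and 36.2 CPM in every liver, which leaves no sign of a difference in sex. Median-of-ratios scaling changed the count by a ratio of 1.01. It corrects for a few genes taking most of the counts as TMM does, so this ratio cannot rule that cause out. Library-size scaling, which does not correct for them, gave 6839 genes, with 71.1% of the 5443 among them. Leaving out any liver changed the count by a ratio of at most 1.17. After correction for GC content 95.4% of the changed genes still passed, and for transcript length 97.4%. After every library was thinned to the smallest total, 5434 genes changed. The Arntl-phase clock set had an adjusted p of 0.882 from limma fry (mean log2 fold change -0.10, lower in 3 of 5 Ndrg3 LKO livers; adjusted p over its alternatives from 0.473 to 0.999), although the Dbp-phase set was higher by 1.06 (adjusted p 0.00616, higher in 5 of 5 Ndrg3 LKO livers), so opposite phases were not shown. Only 2 genes of the Arntl-phase set were tested, and they moved apart, *Arntl* at -0.43 and *Clock* at 0.27. Neither had an edgeR adjusted p under 0.05. A difference in time of day could therefore not be ruled out.

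RNA from other cell types in place of hepatocyte RNA remains a candidate explanation for part of these changes. General hepatocyte genes had a median log2 fold change of -1.18, below *Gnmt* at -1.01 in all 10 livers, and their mean log2 fold change was -1.36 (limma fry adjusted p 0.00177). Among 3 sets of other cells, 2 rose: macrophage genes by 1.57 (adjusted p 0.00734) and stellate cell and fibroblast genes by 0.94 (adjusted p 9.77e-04). The cholangiocyte set did not pass (0.29, adjusted p 0.498, higher in 4 of 5 Ndrg3 LKO livers). Proliferation genes rose by 1.96 (adjusted p 0.00933) and fetal liver genes by 1.44 (adjusted p 9.77e-04). Each of these sets but the cholangiocyte set moved the same way in 5 of 5 Ndrg3 LKO livers, past every wild-type liver. With the replicate number as a block, the macrophage, proliferation, Dbp-phase and NRF2 target sets no longer had an adjusted p under 0.05. Nor did the glycogen breakdown set (limma fry adjusted p 0.0559 with the block, 0.0153 without it) or the glycogen synthesis set (0.0545 and 0.00808). The direction of the hepatocyte fall held in every alternative, with means from -1.62 to -0.55 for general hepatocyte genes. Dilution by a single factor would leave no hepatocyte gene higher; of 31 hepatocyte genes tested, 18 were lower and 1 was higher, *Fbp1*, with log2 fold changes from -3.60 to 0.65. A single factor alone would give every hepatocyte gene the same log2 fold change, and the spread is far wider than the standard error of 0.18 of *Glul*, the lowest. Dilution of smaller size beside separate changes of single genes cannot be told apart from separate changes alone. Pericentral hepatocyte genes had a mean log2 fold change of -1.60 (limma fry adjusted p 2.59e-05, lower in 5 of 5 Ndrg3 LKO livers). Periportal hepatocyte genes had a mean of -1.37 and did not pass (limma fry adjusted p 0.158, lower in 4 of 5). With each liver left out, the periportal mean ran from -1.88 to -1.22, and its adjusted p from 4.56e-06 to 0.303. A fall limited to pericentral genes was therefore not shown.

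The named genes with the largest changes are not discussed in the paper. *Tinag* rose by a log2 fold change of 9.12 and *Vmn2r3* by 9.07, but wild-type livers had at most 1 count of each, so they were at least 89.4-fold and at least 122-fold higher. *Cyp2b9* rose by 8.68, *Pcdh20* by 8.61 and *Cyp2a4* by 8.36. *Cyp2a4* had 1698 TMM-normalized CPM in Ndrg3 LKO replicate 5 against a mean of 62.3 in the other Ndrg3 LKO livers. Its log2 fold change was 5.71 without that liver and 6.49 with the replicate number as a block. *Mup14* was at -8.89, *Serpina12* at -8.67, *Mup9* at -8.43, *Selenbp2* at -8.30 and *Mup12* at -8.28. All had an edgeR adjusted p of at most 0.00111 and moved that way in 5 of 5 Ndrg3 LKO livers. *Mup9* was at 101 and 34.3 CPM in wild-type replicates 2 and 5, and between 1.56 and 2.08 in the other wild-type livers. Ndrg3 LKO livers had at most 5 counts of it. The size of its fall therefore rests mainly on these 2 livers, and was as small as -1.58 over the alternatives. Reads of the *Mup* and *Cyp2* genes could be shared with paralogs, which was not tested, and *Mup14* and *Selenbp2* overlap *Mup15* and *Cgn*.

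Male-biased liver genes had a mean log2 fold change of -3.61 (limma fry adjusted p 1.01e-04) and female-biased liver genes of 5.41 (adjusted p 9.72e-04), each in 5 of 5 Ndrg3 LKO livers. The general fall of hepatocyte genes would lower both, and the female-biased genes rose. A loss of male-biased expression in Ndrg3 LKO livers may underlie this, as a hypothesis from 6 and 2 genes; sharing of reads between members of these families was not tested and cannot be told apart from it.

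Serine synthesis genes rose by a mean of 2.70 (limma fry adjusted p 1.49e-05, higher in 5 of 5 Ndrg3 LKO livers). A response of ATF4 target genes is a candidate explanation: the set was higher by 0.69 (adjusted p 0.00427, higher in 5 of 5). Only 4 of its 8 genes were higher with TMM, and 7 with library-size scaling, which moved the median of all genes to 0.56. By edgeR, *Asns*, *Atf3* and *Atf5* passed as higher, and *Chac1* passed as lower (-2.29, adjusted p 0.00525). The test could therefore not decide. NRF2 target genes were higher by 0.56 (adjusted p 0.0137, higher in 4 of 5 Ndrg3 LKO livers). No explanation was tested for this set.

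Single livers stood apart in 13 of 84 groups of 5, where chance gives 4.2. In each, the gap between the highest liver and the next, divided by the range of the group, was above 0.71. Ndrg3 LKO replicate 5 was that liver in 7 groups: *Gnmt* (0.865), *Bhmt* (0.774), *Gys2* (0.871), *Srebf1* (0.819), *Scd1* (0.765), *Cyp2a4* (0.957) and the share of counts in the 20 highest genes (0.901). Among the other groups, *Mup14* stood apart in Ndrg3 LKO replicate 4 (0.823). In wild-type livers these were *Ahcy* in replicate 1 (0.798), *Acaca* (0.755) and the TMM factor (0.788) in replicate 4, *Scd1* in replicate 3 (0.725) and *Pcdh20* in replicate 5 (0.820). No explanation was tested for the wild-type cases or for *Mup14*.

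For Ndrg3 LKO replicate 5, wild-type RNA mixed into the library was tested with *Ndrg3* itself. Over 1320 genes that differ between the groups, its values had moved by a median share of 0.352 of the distance from the other Ndrg3 LKO livers to wild-type, but *Ndrg3* by 0.0228, *Glul* by -0.020, *Gnmt* by 1.57 and *Cth* by 1.87. No single share of wild-type RNA gives these values. Across genes, which are not independent replicates, its deviation followed GC content with a rho of 0.0679 and transcript length with a rho of -0.239, below the limit of 0.3 set for such a bias. Thinned to the smallest total, 3 of 3 genes examined (*Gnmt*, *Cth* and *Scd1*) were still above every other Ndrg3 LKO liver. Their counts were above those livers before thinning too, in the smallest Ndrg3 LKO library, and the genes were picked for being high there, so thinning is a weak test. Another feeding or metabolic state of that animal may play a part, since 13 of 16 genes of lipogenesis and cholesterol synthesis were highest in it of all 10 livers (6 of 9 and 7 of 7), where chance gives 10% of genes. These genes were chosen with the liver already known to differ, so this cannot be told apart from other differences between animals.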

How the results depend on the processing

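DESeq2, library-size scaling, the corrections for GC content and transcript length, the block together with the GC correction, and quantile-normalized counts of 9 livers were chosen only after the result was seen.

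The count of 5443 changed genes stayed within 1.5 times in 27 of 28 alternatives, from 4254 to 8134, and from 4703 to 6360 with each liver left out in turn. Requiring an absolute log2 fold change above 1 gave 2301. The split of higher and lower genes moved with the scaling: 52.6% were higher with TMM, against 84.3% with limma on log2(CPM + 1) (5577 higher and 1036 lower), 85.0% with array weights (6915 and 1219), 83.9% with unmoderated variance, 84.3% without trend and with pseudocount 0.1, 84.4% with pseudocount 5, and 85.3% with library-size scaling (5834 and 1005). All of these lack TMM, and the median log2 fold change of all genes was between 0.34 and 0.57 under them. With the replicate block and GC correction together, 4510 genes changed. Of gene sets, 14 changed, between 12 and 18 in 19 of 21 alternatives, 8 with the replicate block, and 0 with camera, where 1 set had an unadjusted p under 0.05. The cause was not tested.

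*Ndrg3*, *Ahcy*, *Bhmt*, *Cbs* and *Gss* kept their direction and an adjusted p under 0.05 in all 27 alternatives, with log2 fold changes from -1.26 to -0.48, -1.78 to -0.93, -5.06 to -3.89, 1.58 to 2.28 and 1.13 to 1.76.

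*Gnmt* (-1.01, adjusted p 0.105) passed 0.05 in 12 alternatives: limma on log2(CPM + 1), without trend, with pseudocount 0.1 and with quantile normalization at -0.94, pseudocount 5 at -0.93, array weights at -1.22, the replicate block at -1.50, the replicate block with GC correction at -1.58, DESeq2 at -1.02, length correction at -1.23, quantile-normalized counts of 9 livers at -1.32, and without Ndrg3 LKO replicate 5. With each liver left out it ran from -1.92 to -0.79. *Cth* (-0.60) passed at -0.93 with quantile-normalized counts of 9 livers and without Ndrg3 LKO replicate 5, with -1.14 to -0.36 across the livers left out. That liver alone had more of both genes than any wild-type liver. *Mtr* (-0.33) reversed to 0.13 with limma on log2(CPM + 1), without trend and with unmoderated variance, 0.18 with pseudocount 0.1, 0.059 with pseudocount 5, 0.21 with array weights and 0.22 with library-size scaling; it passed at -0.40 with quantile normalization and -0.55 with quantile-normalized counts. *Mat1a* (-0.74) reversed to 0.043 and 0.066 with these, and no longer passed at -0.26 with limma at pseudocounts 0.1, 1 and 5, without trend or with unmoderated variance, -0.36 with array weights, -0.24 with library-size scaling, or without Ndrg3 LKO replicates 1 or 4 (-0.94 to -0.64 across the livers left out). *Gclm* (-0.78) no longer passed at -0.28 with limma on log2(CPM + 1), without trend, with unmoderated variance and with library-size scaling, -0.29 with pseudocount 0.1 and array weights, and -0.27 with pseudocount 5. Values with limma on log2 CPM and with library-size scaling include the shift of the median of all genes to between 0.34 and 0.57, so reversals to small positive values there are not specific to a gene or set. The median was 0.038 with quantile normalization and 0.064 with quantile-normalized counts, so this shift does not explain the reversals of *Mat1a*, whose cause was not tested.

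Other genes reversed as follows, *Phka2* with an adjusted p under 0.05 with array weights; none had an adjusted p under 0.05 in the main comparison but *Dgat2*. With limma on log2(CPM + 1), without trend or with unmoderated variance, *G6pc* was 0.29, *Phka2* 0.40, *Pck1* 0.22 and *Fasn* 0.24; with pseudocount 0.1, 0.29, 0.43, 0.22 and 0.24; with pseudocount 5, 0.29, 0.30, 0.22 and 0.23; with array weights, 0.28, 0.49, 0.20 and 0.31; with library-size scaling, 0.34, 0.41, 0.23 and 0.29. Quantile normalization gave *G6pc* 0.14, *Pck1* 0.44 and *Srebf1* -0.17, and quantile-normalized counts of 9 livers gave 0.20, 0.42 and -0.66, with *Scd1* at -0.23. With the replicate block, *Srebf1* was -0.33 and *Scd1* -0.42, and with the GC correction too, -0.42 and -0.40. Array weights gave *Scd1* -0.15 and *Dgat2* 0.065, and length correction gave *Fasn* 0.10. With each liver left out, *Srebf1* ran from -0.77 to 0.45, *Scd1* from -0.84 to 0.41 and *Fasn* from -0.60 to 0.092.

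Of the sets, library-size scaling reversed glycogen breakdown to 0.11, glycogen synthesis to 0.083, gluconeogenesis to 0.23, the Arntl-phase clock set to 0.39 and the Y chromosome set to 0.47. Quantile normalization gave gluconeogenesis 0.24 and the Y chromosome set 0.028; quantile-normalized counts of 9 livers gave 0.27 and 0.15, with the Arntl-phase set at 0.12. That set was 0.025 with no filter. The Y chromosome set was 0.025 with median-of-ratios scaling and 0.023 with array weights. With each liver left out, the lipogenesis set ran from -0.10 to 0.22, the Arntl-phase set from -0.29 to 0.075 and the Y chromosome set from -0.13 to 0.077.

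Apart from these reversals, the 29 other genes gave 700 of 783 values on the same side and direction, with 30 weaker and 5 stronger, and the 23 sets 426 of 481, with 25 weaker and 9 stronger. Pseudocounts apply only on the limma scale, and edgeR on whole reads became the main test. *Mtr* and 2 sets gave no value at a mean CPM of at least 5. *Mtr* had 30 to 91 counts per liver, and *Ndrg4*, with at most 5, was not tested.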

Differences from the paper's values

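No test was chosen only after the result was seen in this part except the settings named as such. The paper's values are rounded from the numbers printed in Fig. 7A, and its errors are SEM.

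*Ahcy* had a log2 fold change of -1.53 in all 10 livers, against the paper's about -1.0 in Fig. 7A. Of the alternatives set before the data were examined, 7 came within the larger error: limma on log2(CPM + 1), with pseudocounts 0.1 and 5, without trend, with unmoderated variance and with array weights, and quantile normalization. The other 14 did not. *Cbs* was at 1.66 against the paper's about 2.2 in Fig. 7A, and the same 7 alternatives came within the error and the other 14 did not. Library-size scaling, at -1.04 for *Ahcy* and 2.21 for *Cbs*, also came within it, and was chosen after seeing the values.

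*Mtr* was at -0.33 against the paper's about -0.54 in Fig. 7A. Of 20 alternatives, 9 came within the error: no filter on low values, quantile normalization, the replicate block, and leaving out wild-type replicates 1, 2, 3 or 5 or Ndrg3 LKO replicates 2 or 3. The other 11 did not. DESeq2, at -0.32 with a standard error of 0.23, came within it and was chosen after seeing the values.

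*Mat1a* was at -0.74 against the paper's about 0.06 in Fig. 7A, and *Gss* at 1.23 against the paper's about 1.5 in Fig. 7A. For both, quantile normalization, at 0.043 and 1.44, was the only alternative of 21 set before the data were examined that came within the error; the other 20 did not.

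In the edgeR fit of the 9 livers of Fig. 7A, these 5 genes differed as well, and so did *Gnmt* at -1.92 against the paper's about -1.3 in Fig. 7A, *Bhmt* at -5.06 against about -4.5 and *Gclm* at -0.91 against about -0.76. *Cth* came within the error.

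Quantile-normalized counts of the 9 livers without Ndrg3 LKO replicate 5, chosen after seeing the values, gave -1.04 for *Ahcy*, -0.55 for *Mtr*, 0.066 for *Mat1a*, 2.23 for *Cbs* and 1.48 for *Gss*, all within the error, as were *Gnmt*, *Bhmt*, *Cth* and *Gclm*.

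In Fig. 7A the paper prints p values under 0.05 for *Gnmt*, *Cth* and *Mtr*, from a *t*-test per gene with 4 Ndrg3 LKO livers. In all 10 livers their edgeR adjusted p values were 0.105, 0.259 and 0.205. Among alternatives set before the data were examined, *Gnmt* passed 0.05 with limma on log2(CPM + 1), pseudocounts 0.1 and 5, quantile normalization, array weights, the replicate block, limma without trend, and without Ndrg3 LKO replicate 5, and *Cth* without Ndrg3 LKO replicate 5. *Mtr* passed with quantile normalization. Of the settings chosen after seeing the values, DESeq2, length correction, the replicate block with GC correction and quantile-normalized counts of 9 livers called *Gnmt*, and the last of these also called *Cth* and *Mtr*. Adjusted p values over all alternatives ran from 9.10e-06 to 0.204 for *Gnmt*, from 0.00899 to 0.658 for *Cth* and from 0.0269 to 0.575 for *Mtr*. The paper sets *Mat1a* apart from the genes it calls suppressed, while *Mat1a* was lower here, with an edgeR adjusted p of 0.0193 (9.50e-04 to 0.851 over all alternatives).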

Other observations

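Chosen only after the result was seen was the test of the Figure 7A genes against the general hepatocyte genes, and *Ass1* and the single genes of the sets were named after their values had been seen.

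The general fall of hepatocyte genes might account for part of the lower *Gnmt*, *Ahcy* and *Bhmt*. Against a common fall, 2 genes of Figure 7A, *Cbs* and *Gss*, were higher with an edgeR adjusted p under 0.05, and *Bhmt* fell further than all 12 general hepatocyte genes, whose log2 fold changes ran from -2.34 to -0.35 in all 10 livers. *Ahcy* was within that range, with 4 of the 12 genes lower, so for *Gnmt* and *Ahcy* a specific change cannot be told apart from the general fall.

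The paper reports further genes by qRT-PCR in fasted or refed mice, and the values here are from livers of mice fed ad libitum. In all 10 livers, with edgeR adjusted p values and livers counted against the wild-type mean of log2 values, *Mtap* had a log2 fold change of 0.76 (adjusted p 0.00543, above every wild-type liver in 4 of 5 Ndrg3 LKO livers, with replicate 5 inside the wild-type range) and *Fbp1* of 0.65 (adjusted p 0.00517, higher in 5 of 5). *Pck1* was at -0.25 (edgeR adjusted p 0.442, lower in 4 of 5). The paper reports *Pck1* and *Fbp1* as lower by qRT-PCR in fasted Ndrg3 LKO livers. *Fbp1* therefore moved the other way here, in another feeding state. *Acaca* was at 0.75 (adjusted p 0.0166, higher in 5 of 5), *Dgat1* at 0.60 (adjusted p 0.00248, higher in 5 of 5) and *Dgat2* at -0.53 (adjusted p 0.00578, lower in 5 of 5). *Srebf1*, *Fasn* and *Scd1* did not pass, at 0.19, -0.11 and 0.14, and in the livers of Figure 7A they were at -0.77, -0.60 and -0.84, also without passing. Their directions change with the scaling or the livers.

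Of the *Ndrg* family, *Ndrg1* was at 0.52 (edgeR adjusted p 0.0233, higher in 5 of 5 Ndrg3 LKO livers, and not passing with the replicate number as a block), *Ndrg2* at -0.94 (edgeR adjusted p 0.00417, lower in 5 of 5), and *Ndrg4* had at most 5 counts per liver and was not tested.

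Single genes of the sets included *Phgdh* at 5.16, *Psat1* at 5.42 and *Asns* at 4.10, *Glul* at -3.60 and *Cyp2e1* at -3.56, and *Hnf4a* at -1.58. The clock genes *Dbp* and *Nr1d1* were at 2.40 and 3.28. *Tef*, *Per3* and *Nr1d2* of the same Dbp-phase set were at -0.27, 0.046 and 0.20 and did not pass. The rise of that set therefore rested on *Dbp* and *Nr1d1*. *Ass1*, for a urea cycle enzyme, had a mean of 0.302 TMM-normalized CPM in wild-type livers, with at most 13 counts per liver. It had at most 37 counts in an Ndrg3 LKO liver and was below the filter for testing. *Asl* and *Cps1* of the same periportal set had means of 1806 and 4826 in wild-type livers. The counts of *Ass1* may therefore not reflect its expression, and why they were so few was not tested.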
